# Effect of short-term hindlimb immobilization on skeletal muscle atrophy and the transcriptome in a low compared with high responder to endurance training model

**DOI:** 10.1371/journal.pone.0261723

**Published:** 2022-01-13

**Authors:** Jamie-Lee M. Thompson, Daniel W. D. West, Thomas M. Doering, Boris P. Budiono, Sarah J. Lessard, Lauren G. Koch, Steven L. Britton, Nuala M. Byrne, Matthew A. Brown, Kevin J. Ashton, Vernon G. Coffey

## Abstract

Skeletal muscle atrophy is a physiological response to disuse, aging, and disease. We compared changes in muscle mass and the transcriptome profile after short-term immobilization in a divergent model of high and low responders to endurance training to identify biological processes associated with the early atrophy response. Female rats selectively bred for high response to endurance training (HRT) and low response to endurance training (LRT; n = 6/group; generation 19) underwent 3 day hindlimb cast immobilization to compare atrophy of plantaris and soleus muscles with line-matched controls (n = 6/group). RNA sequencing was utilized to identify Gene Ontology Biological Processes with differential gene set enrichment. Aerobic training performed prior to the intervention showed HRT improved running distance (+60.6 ± 29.6%), while LRT were unchanged (-0.3 ± 13.3%). Soleus atrophy was greater in LRT vs. HRT (-9.0 ±8.8 vs. 6.2 ±8.2%; P<0.05) and there was a similar trend in plantaris (-16.4 ±5.6% vs. -8.5 ±7.4%; P = 0.064). A total of 140 and 118 biological processes were differentially enriched in plantaris and soleus muscles, respectively. Soleus muscle exhibited divergent LRT and HRT responses in processes including autophagy and immune response. In plantaris, processes associated with protein ubiquitination, as well as the atrogenes (*Trim63* and *Fbxo32*), were more positively enriched in LRT. Overall, LRT demonstrate exacerbated atrophy compared to HRT, associated with differential gene enrichments of biological processes. This indicates that genetic factors that result in divergent adaptations to endurance exercise, may also regulate biological processes associated with short-term muscle unloading.

## Introduction

Skeletal muscle has a high degree of plasticity, quickly adapting its structural and functional properties in response to disruption of homeostasis. The adaptive response and ensuing beneficial effects of endurance exercise on skeletal muscle metabolism are well known. However, the magnitude of response to a standard bout of contractile activity shows substantial variation between individuals and the contribution of genetic, heritable factors in determining the individual adaptive response is a topic of ongoing scientific scrutiny [1–3]. To account for heterogeneity and better understand genetic factors in the response to training, a selective breeding model has been developed that demonstrates improved running capacity and metabolic function in high responders to endurance training (HRT), compared with low responders to endurance training (LRT) that have reduced running capacity and impaired metabolism [4].

Chronic diseases such as cancer, diabetes and obesity, and the effects of aging leading to sarcopenia, are often accompanied by shared maladaptation responses in skeletal muscle [5]. Muscle atrophy is a secondary complication in many diseases and with injury where bedrest and/or immobilization reduces physical activity and promotes loss of muscle mass. Studies reporting individual responses to muscle unloading are limited but there is evidence indicating significant heterogeneity in muscle atrophy following limb immobilization [6, 7]. As such, experimental models of contrasting adaptive responses may provide new information on genetic contributions and biological processes with maladaptation such as muscle atrophy. Moreover, whether the response to exercise training is also associated with the severity of immobilization-induced muscle atrophy is currently unknown.

Divergent metabolic and functional capacity between HRT and LRT indicates that LRT may be genetically predisposed for muscle loss compared with HRT. Poor metabolism and dysregulated molecular signalling in LRT [4] may contribute to a cellular milieu that dysregulates processes important in the control of muscle mass and remodelling. Indeed, we have previously shown that LRT have an attenuated compensatory hypertrophy response to functional overload induced via surgical ablation of synergist muscles [8]. Consequently, we reasoned that the same heritable factors that induce low response to aerobic training may also alter the mechanisms controlling atrophy. Here, we examined changes in skeletal muscle mass and the enrichment of gene sets, identified via RNA sequencing (RNAseq), in the early response to hindlimb immobilization in HRT and LRT. We hypothesized that LRT would exhibit greater atrophy compared with HRT, and that divergent responses would also be evident in distinct gene set enrichment maps of biological processes.

## Materials and methods

Rats were obtained from a bi-directional selective breeding program that has been described in detail previously [9]. Briefly, genetically heterogeneous rats from the highest and lowest 10^th^ percentile for endurance adaptations to an eight-week treadmill training program were selected as breeders for each subsequent generation using a rotational breeding system that reduced the rate of inbreeding relative to random breeding. At each generation ~100 rats per line were phenotyped for their training response to the treadmill training program. Endurance adaptation was defined as post-training exercise capacity minus pre- training exercise capacity. Total running distance, work performed, and time-to-fatigue variables during treadmill tests were recorded and calculated as previously described [9]. Training began at ∼12 weeks of age and exercise sessions were undertaken three days per week (total 24 training sessions). The training protocol provided a total of 618 minutes (>10 hours) of running time, a total distance of ∼9.9 km, and a cumulative vertical gain of ∼2.5 km. Twenty-four female rats (12 HRT and 12 LRT) from the 19th generation were used for this study due to larger training responses than males and to extend on previous work using the LRT/HRT model [9]. Rats were housed in temperature- and humidity-controlled facilities on a 14:10 hour light-dark cycle with ad libitum access to standard chow (20% protein, 4.8% fat) and water. Rats began the 3 day experimental period at 14 months of age to maximize the latent period after treadmill training before the hindlimb immobilization because the extent to which phenotype changes with endurance training such as mitochondrial and oxidative metabolism adaptation might remain evident in HRT rats is unknown. Rats were randomly assigned to either an immobilization group or control group (n = 6/group). All experimental procedures undertaken during the study were approved by the University Committee of Use and Care of Animals at the University of Michigan and Queensland University of Technology Animal Ethics Committee (1300000531).

### Hindlimb immobilization and muscle collection

Rats were exposed to anaesthesia with 2–4% isoflurane inhalation in an individual chamber followed by nose cone inhalation that was maintained throughout all surgical procedures in the study [8]. Rats underwent hindlimb immobilization via casting to induce atrophy of the hindlimb muscles. Briefly, one hindlimb was shaved and wrapped with fiberglass casting tape (3M VetCast Plus veterinary casting tape). The foot was held in plantar-flexion while the casting tape hardened to facilitate muscle atrophy. In the 3 day intervention period prior to muscle collection, animals were monitored daily for signs of discomfort or pain; none of the animals showed any signs of undue stress with no observable weight bearing of the immobilized limb apparent during twice daily observation.

After 3 days of immobilization, rats received puromycin injections (0.02 μmol/g body wt, i.p.) 30 minutes prior to muscle collection to measure muscle protein synthesis as previously described [10–12]. Thereafter, plantaris and soleus muscles from the immobilized limb were excised, weighed and snap-frozen in liquid nitrogen for further analyses [8]. Rats from the LRT and HRT control groups (no hindlimb immobilization) were also anaesthetized and the plantaris and soleus muscles were removed using the same procedures for comparison on the same day. Rats were terminated after removal of plantaris muscles at the conclusion of the experimental period under general anaesthesia by permanent cessation of circulation (Annex IV in the European Directive 2010/63/EU). We employed separate control groups for analysis to mitigate potential confounding effects of a contralateral design on muscle overload, where greater reliance on the control limb for ambulatory cage activity might be evident with a hindlimb cast immobilization model [13].

### RNA extraction, library preparation, RNAseq and bioinformatics analysis

Total RNA from plantaris and soleus muscle was isolated using the miRNeasy mini kit (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. Briefly, ~50–80 mg tissue was homogenised in QIAzol with 0.9–2.0 mm RNase-free steel beads in a Bullet Blender Gold at 4°C (Next Advance, Troy, New York, United States) [8]. Total RNA was then further purified using RNeasy spin columns. RNA yield was determined using a Qubit 3.0 fluorometer (Thermo Fisher Scientific, Waltham, Massachusetts, United States), and RNA integrity was assessed using a 2100 Bioanalyzer (Agilent, Santa Clara, California, United States). RNA integrity scores were >8.0 for each sample. RNA sequencing was performed at the Australian Translational Genomics Centre (Queensland University of Technology, Australia) according to standard protocols [8]. Briefly, 1 μg of each RNA sample was used for library construction using the Illumina TruSeq Stranded Total RNA Library kit with Ribo-Zero Gold depletion (Illumina, San Diego, California, United States), as per the manufacturer’s instructions. Adapter-ligated fragments were amplified by PCR for 11 cycles. The quality and size of the final library preparations were analysed on a TapeStation (Agilent). Indexed samples were pooled and then sequenced on a NextSeq 500 system (Illumina), generating approximately 50 million paired-end 2 x 100-bp reads for each sample.

Bioinformatic analysis was carried out as previously described [8]. Briefly, length normalization scaled to TPM, transcript quantification, and quasi-mapping against the rat reference genome (Ensembl Rnor_6.0 release 91; cDNA and ncRNA) was performed using Salmon 0.9.1 [14]. Transcript reads were then imported into R/Bioconductor and summarised at the gene level using the tximport package [15]. Voom transformation, differential expression analysis and descriptive statistics were performed in limma [16, 17]. The linear model also incorporated RNA integrity as a covariate. The following pairwise comparisons were investigated: LRT hindlimb immobilization vs LRT control (HIinLRT), HRT hindlimb immobilization vs HRT control (HIinHRT) and the difference in atrophy with hindlimb immobilization (HIinLRT vs HIinHRT; DELTA). A false discovery rate (FDR) was applied to correct for multiple comparisons, with statistical significance accepted at FDR <0.001. Gene Set Enrichment Analysis (GSEA) was used to detect coordinated changes in gene expression of functionally related sets of genes. Gene set enrichments were analysed using the clusterProfiler package (10,000 permutations; gene set size range 25–500) and visualised as networks in Cytoscape using the EnrichmentMap package [18, 19]. Conservative threshold parameters were used; specifically, FDR <0.05, nominal P-value <0.001 and a combined similarity cut-off >0.375. Network clusters were further summarised and annotated using the AutoAnnotate package, with additional manual editing [20]. Genes were visualised in Cytoscape using the geneMANIA package as previously described [8, 21].

### RT-qPCR

Two-step reverse transcription quantitative PCR (RT-qPCR) with SYBR Green I was used to confirm differential gene expression for select transcripts (primer sequences shown in S7 Table in S1 File). Briefly, 400ng of total RNA was used to synthesize cDNA using the iScript cDNA Synthesis kit (Bio-Rad, Hercules, CA, USA) according to manufacturer’s protocol. Each RT-qPCR 10μL reaction contained 1x SYBR Green Supermix (Bio-Rad), 100nM of each primer and 4μL of a 1:40 dilution of cDNA and was assayed on a CFX96 qPCR system (Bio-Rad). Optimal qPCR cycling conditions consisted of an initial denaturation at 95°C for 3 min followed by 40 cycles of 95°C for 15 seconds and 62°C for 60 seconds. After the final PCR cycle, reactions underwent melt curve analysis to detect nonspecific amplicons. Reactions were performed in triplicate and expression levels were normalized to beta-2-microglobulin (*B2m*) as a reference gene. Several reference genes were tested including *B2m*, *Pgk1*, *Actb*, *Ppia*, and *Rpl13a*, with *B2m* being the most stable (M = 0.99). Changes in expression were calculated using the 2^-ΔΔCt^ method and statistically analysed in Prism (GraphPad software, La Jolla California, USA) using a one-way ANOVA, with significance accepted for P < 0.05.

### Western blotting

The methods employed for Western blotting have been provided in detail previously [22]. Briefly, skeletal muscle tissue (~40 mg) was stabilized in buffer with protease and phosphatase inhibitor cocktail (Bimake, USA) and homogenized twice for 4 min (10,000 Bullet Blender 24 Gold, Next Advance, USA). Protein content of lysate were quantified (Pierce BCA Protein Assay Kit, Thermo Scientific, USA) samples were equilibrated in 4 × Laemmli sample buffer with DTT and heated to 95°C for 10-min with 50 μg protein subsequently loaded into separate wells on acrylamide gels (Bio-Rad, USA) for electrophoresis and wet-transferred (120-min, 70 V; Polyvinylidene difluoride membrane, Bio-Rad, USA). Membranes were washed (3 × 5-min) in Tris-buffered saline with Tween (0.05%, TBST), then blocked at room temperature for 60 min in TBST and 5% skim milk powder. Membranes were incubated in puromycin primary antibody at 4°C overnight (1: 1000 MABE343, Merck Millipore, MA, USA) and then washed and incubated in secondary antibody. Chemiluminescent solution (SuperSignal West Femto Maximum Sensitivity Substrate, Thermo Fisher Scientific Inc., USA) was used to quantify blots by densitometry (ChemiDoc, Bio-Rad, USA) and quantified relative to total protein abundance (Amido Black Staining Solution 2 ×, Sigma-Aldrich, USA).

### Statistics

Two-way analysis of variance with Sidak’s multiple comparisons test was used to analyse endurance capacity, body mass, loss of plantaris and soleus muscle mass, muscle protein synthesis, and myosin heavy chain expression. Percent changes were analysed by unpaired t tests. Statistical analyses were performed in GraphPad Prism 7.03 (GraphPad software, CA USA). All data are presented as mean ± standard deviation (SD) and the level of statistical significance was set at P <0.05. Cohens d statistics were calculated to provide effect size for the magnitude of changes in skeletal muscle mass and muscle protein synthesis, and interpreted using accepted threshold values: 0.2, small; 0.5, moderate; and 0.8, large effects [23].

## Results

### Endurance capacity

The response to endurance training was significantly different between LRT and HRT (P<0.0001) with HRT but not LRT increasing distance run after training (HRT baseline 714 ± 139 m vs. post-training 1110 ± 154 m, P<0.0001; Fig 1A). HRT also showed greater improvements than LRT in pre-to-post training work performed (77.7 ± 57.5%) and time-to-fatigue (36.1 ± 25.8%; both P<0.001 versus LRT).

**Fig 1:**
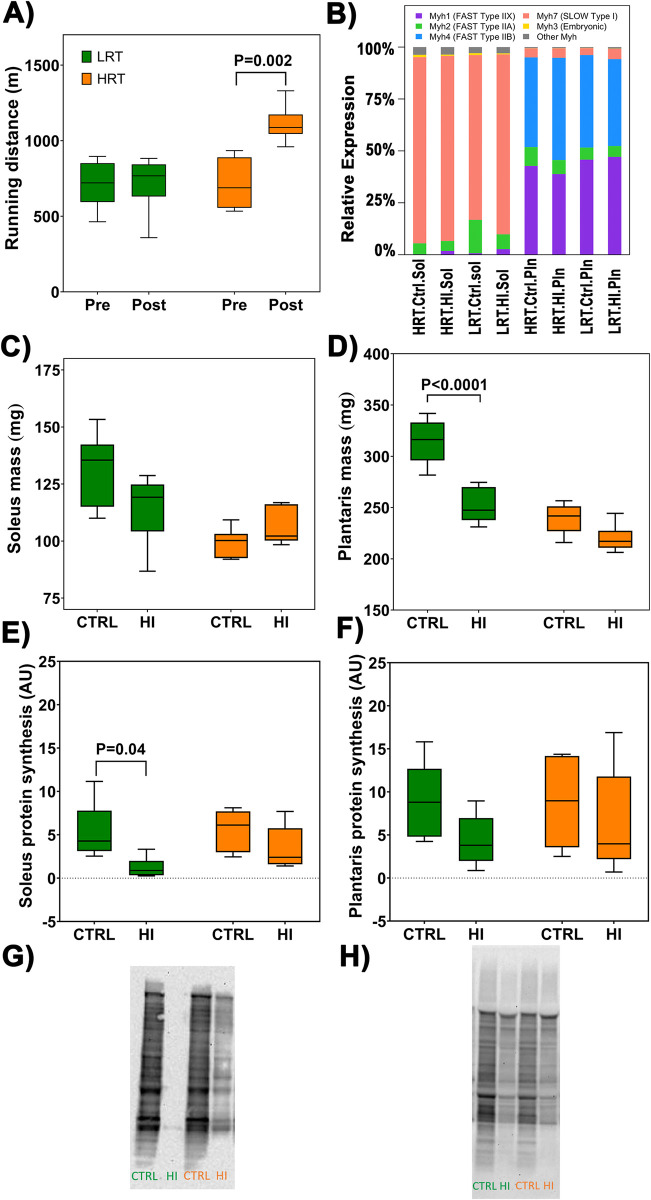
Phenotype data showing (**A**) running distance after an 8-wk treadmill training program, (**B**) myosin heavy chain (*Myh*) transcript expression, (**C**) soleus muscle mass and (**D**) plantaris muscle mass, (**E**) soleus muscle protein synthesis and (**F**) plantaris muscle protein synthesis, in hindlimb immobilization (3 d; HI) and control (CTRL) groups of selectively bred low- and high responders to endurance training (LRT vs. HRT). Boxes indicate the interquartile range (25%-75%) with the horizontal bar within each box indicating the median. The whiskers show the minimum and maximum values. P-values vs. breeding line-matched control (n = 6/group).

### Myosin heavy chain gene expression

Myosin heavy chain (*Myh*) expression was examined to analyse muscle fibre phenotypes as well as validate RNAseq workflow by examining *Myh* expression in well-characterized muscle fibre phenotypes. Phenotypic analysis characterized myosin heavy chain (*Myh*) expression via transcriptomic data. Of the myosin heavy chain genes, *Myh1*, *Myh2*, *Myh4*, *Myh6*, and *Myh7* were most highly expressed (Fig 1B). As expected, there were clear differences in *Myh* between tissue type. In soleus tissue the most predominant transcript was *Myh7* (HRT 89.6%, LRT 79.4%), which encodes for the slow-twitch, myosin heavy chain-beta isoform (Type I fibres transcripts; S11 Table in S1 File). The most predominant transcripts in plantaris tissue were *Myh1* (HRT 42.8%; LRT 45.8%) and *Myh4* (HRT 43.2%; LRT 44.6%; Type II fibre transcripts), with lesser *Myh2* (HRT 9.0%; LRT 5.7%) and *Myh7* (HRT 4.5%, LRT 3.4%) expression (S11 Table in S1 File). Myosin transcripts in plantaris tissue were similar between groups and intervention.

### Body mass, skeletal muscle mass, and muscle protein synthesis

LRT body mass was ~20% greater than HRT at the time of endurance training. LRT and HRT decreased body mass after endurance training (-39 g and -36 g, respectively; both P<0.001), however body mass loss was not different between groups. There was also no significant difference in body mass between control and intervention groups at the time of the experimental period (LRT control 280 ± 41 vs HIinLRT 268 ± 23 g; HRT control 251 ± 19 vs HIinHRT 253 ± 28 g).

Soleus muscle mass decreased in LRT (-12.0 ± 12.7% [-15.7 ± 16.7 mg], *d* = -1.0, P = 0.10) and was slightly higher in HRT (+6.85 ± 8.2% [6.8 ± 8.1 mg], *d* = 0.9, P = 0.76; Fig 1C) following immobilization compared with their respective controls; percent change for soleus mass expressed relative to body mass was different between LRT and HRT (-9.0 ± 8.8 [-0.05 ± 0.04 mg/g], *d* = -1.0 vs. 6.2 ± 8.2% [+0.03 ± 0.03 mg/g], *d* = 0.7; P<0.05). Significant reduction in plantaris mass was observed in LRT in response to hindlimb immobilization (-18.64 ± 7.72% [-58.6 ± 24.29 mg], *d* = -2.6, P<0.01; Fig 1D), with a similar though non-significant trend observed in HRT (-8.18 ± 5.54% [-19.58 ± 13.25 mg], *d* = -1.4, P = 0.22; Fig 1D). The higher percent change in plantaris muscle loss relative to body mass in LRT compared with HRT also approached statistical significance (-16.4 ± 5.6% [-0.19 ± 0.06 mg/g], *d* = -1.5 vs. -8.5 ± 7.4% [-0.08 ± 0.07 mg/g], *d* = -1.2; P = 0.064).

Immobilization decreased muscle protein synthesis in LRT (control 5.4 ± 2.9 vs HIinLRT 1.2 ± 1.0 AU, *d* = -1.9) and HRT (control 5.6 ± 2.1 vs HIinHRT 3.4 ± 2.2 AU, *d* = -1.0, P = 0.34) in soleus muscle, however this decrease was only significant for LRT (P = 0.04; Fig 1E; S1 Raw images). In plantaris, muscle protein synthesis also decreased following hindlimb immobilization but was not different from control groups for LRT (control 9.0 ± 4.1 vs HIinLRT 4.3 ± 2.7 AU, *d* = -1.4, P = 0.19; Fig 1F; S1 Raw images) or HRT (control 8.8 ± 4.5 vs HIinHRT 6.7 ± 5.3 AU, *d* = -0.4, P = 0.70).

### Principal components analysis of gene expression data

On average, RNAseq generated 52.2 million (range = 49.6–69.8 million) reads that were mapped to 14,789 genes. 

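The libraries were made from plantaris and soleus RNA of 24 female rats, 12 of the LRT line and 12 of the HRT line. In each line 6 rats had 1 hindlimb cast for 3 d (HI) and 6 were left without a cast (CTRL), which gave 48 libraries in 8 groups. The authors quantified transcripts with Salmon and summed them per gene with tximport. The deposited values are estimated counts for 31998 genes, listed by Ensembl identifier, and 29848 genes had a count in at least 1 library. Fractions remained in 66.0% of the values, which were rounded to whole numbers before the tests. The depth used here is the total of the estimated counts of a library, which had a median of 30.4 M counts (M, mega) and lay between 26.8 M and 36.4 M. In plantaris the median total was 31.8 M in LRT CTRL, 31.8 M in LRT HI, 29.4 M in HRT CTRL and 29.8 M in HRT HI. The soleus medians were 31.0 M in LRT CTRL, 28.8 M in LRT HI, 30.5 M in HRT CTRL and 29.3 M in HRT HI. RNA integrity numbers (RIN) in the deposited labels ran from 7.8 to 8.6, with 13 libraries at 8.0 or less and 7 under 8.0, while the paper's methods give scores above 8.0 for each sample. The labels name a TruSeq RNA Sample Prep kit and the paper's methods a stranded total RNA kit with ribosomal depletion, so the strand setting of the counts is not settled by the deposited records. The DEG tables of the paper pair 1149 of the 31998 identifiers with a gene symbol, and the other genes are reported without a name. After the low-count filter of edgeR, 16960 genes were tested with its quasi-likelihood test, with TMM normalization and RIN as a covariate.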

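For each of the 120 pairs of libraries within a group, a chi-square statistic was taken over the genes with a summed count of at least 20. Its mean per gene ran from 12.0 to 263.0, where counting noise alone gives a value near 1. Separate animals are expected to exceed that value, so the range describes their spread and tests nothing. The share of counts taken by the 20 most abundant genes of a library was 38.9% ± 1.6 (SD, n = 6) in plantaris LRT CTRL and 33.4% ± 3.4 in LRT HI, against 37.7% ± 0.5 in HRT CTRL and 35.1% ± 1.6 in HRT HI. In soleus the share was 36.1% ± 0.7 in LRT CTRL, 35.3% ± 1.3 in LRT HI, 34.6% ± 1.5 in HRT CTRL and 35.8% ± 1.3 in HRT HI.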

There was clear variance in gene expression within and between samples groups, as demonstrated by principal component analysis (PCA; Fig 2A and 2B). PC1 showed a clear separation of plantaris and soleus muscle, illustrating tissue type had the greatest effect on gene expression variability (34%). 

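In a principal component analysis of log2 CPM (counts scaled to the TMM-adjusted library size) of the tested genes, with a prior count of 2, PC1 took 33.75% of the variance. The PC1 score was 42.6 ± 4.9 (SD, n = 24 libraries) in plantaris and -42.6 ± 10.3 in soleus. No library of one muscle reached the range of the other, which was 36.2 to 53.8 in plantaris and -60.0 to -25.0 in soleus. A 2-sided permutation test with 100000 resamples gave p = 2e-05, the smallest it can give, with an adjusted p of 6.3e-05 over the 19 score comparisons made. The plantaris and soleus libraries come from the same 24 rats, and the test treated them as independent. The share of PC1 depended on how genes were weighted and fell to 23.27% with each gene scaled to unit variance. With the 500 most variable genes it was 45.85%.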

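The second component carried 12.72% of the variance. Its score was -21.4 ± 21.9 (SD, n = 24) in the HI libraries and 21.4 ± 6.5 in the CTRL libraries, and the ranges, -69.2 to 3.5 and 10.3 to 34.6, did not overlap. The 24 libraries of a treatment come from 12 rats, so the comparison was also made within each muscle and line. In LRT plantaris the score was -32.9 ± 28.9 (SD, n = 6) in HI and 25.3 ± 3.7 in CTRL, and in HRT plantaris it was -13.8 ± 20.1 and 27.9 ± 3.6. In LRT soleus it was -21.1 ± 22.1 in HI and 17.3 ± 3.8 in CTRL, and in HRT soleus -17.9 ± 15.1 and 15.1 ± 3.8. Each of these 4 comparisons separated 6 HI from 6 CTRL rats without overlap, with p = 0.0022 by a 2-sided exact permutation test, the smallest it can give for 6 against 6, and an adjusted p of 0.003. The HI scores were not shown to differ between lines by the exact permutation test, with p = 0.22 (adjusted p = 0.26) in plantaris and p = 0.78 in soleus.

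**Figure D1:**
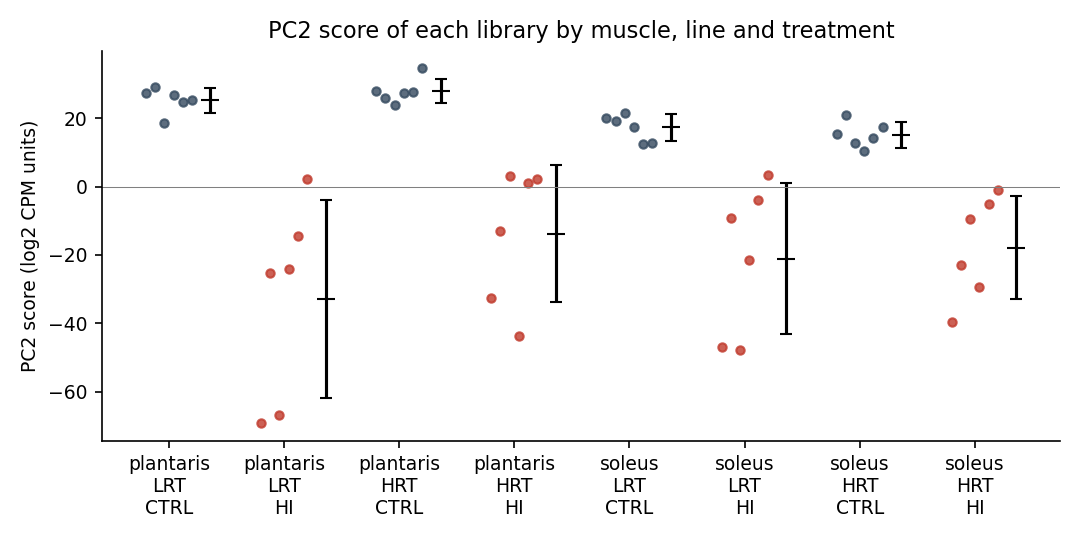
PC2 score of each library (y axis) by muscle, line and treatment (x axis), with group means and SD, n = 6 rats per group. In each pair of groups the 6 HI rats lie below the 6 CTRL rats, and their scores range down to -69.2.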

PC2 indicated a separation of hindlimb immobilization and control groups accounting for 10% of variability in gene expression. Finally, PC3 corresponded to minor transcriptional changes based on the LRT and HRT line type (4%).

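PC3 took 5.85% of the variance and PC4 4.28%. The PC3 score was 11.1 ± 13.0 (SD, n = 24) in LRT and -11.1 ± 16.0 in HRT libraries, with overlapping ranges of -6.0 to 35.3 and -45.5 to 14.6. Within plantaris the permutation test of LRT against HRT gave p = 0.00038 (adjusted p = 0.001) and within soleus p = 0.0015 (adjusted p = 0.0029), with n = 12 per line. Pooled over muscles and lines, the permutation test of HI against CTRL on PC3 gave p = 0.1 (adjusted p = 0.13). This pooled test mixes shifts of opposite direction and does not show that PC3 is free of the treatment. In HRT soleus the HI scores (-45.5 to -9.7) lay below those of CTRL (-2.2 to 14.0), while in LRT plantaris they lay mostly above (1.9 to 33.7 against -4.3 to 8.6). A test within each muscle and line was not made for PC3. The PC4 score was 8.6 ± 9.5 in LRT and -8.6 ± 15.9 in HRT, and the range in HRT reached -72.4 through a single library, replicate 1 of HRT CTRL in soleus.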

**Fig 2:**
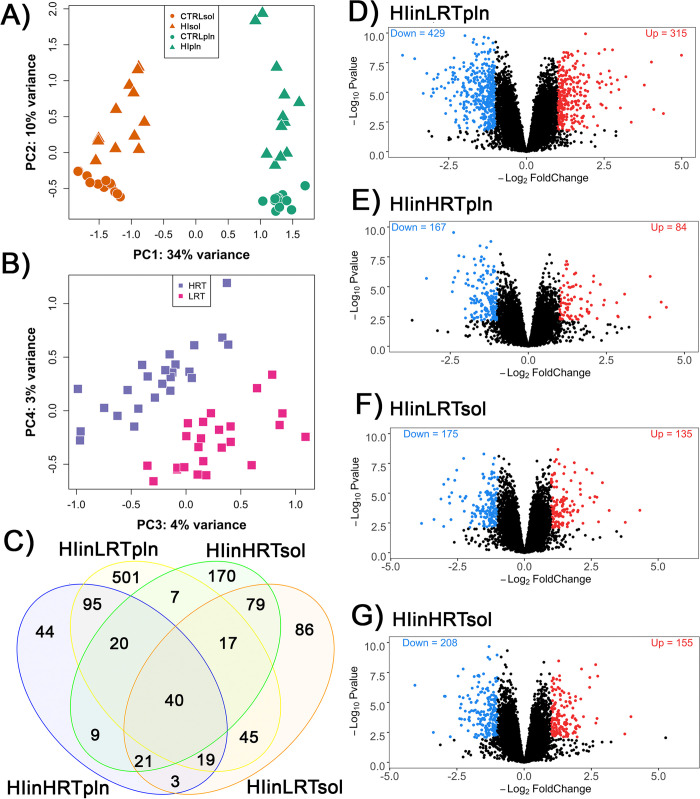
RNAseq analysis from low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT) rat skeletal muscle in response to hindlimb immobilization. (**A**) Principal component analysis shows clustering of **(A)** tissue and group [PC1 vs. PC2] and **(B)** HRT/LRT line [PC3 vs. PC4]. (**C**) Venn diagram showing the overlap in differential gene expression. Volcano plots showing the 14,789 expressed genes for: (**D**) plantaris (pln) LRT hindlimb immobilization, (**E**) plantaris HRT hindlimb immobilization, (**F**) soleus (sol) LRT hindlimb immobilization, and (**G**) soleus HRT hindlimb immobilization, representing the number and magnitude of difference in expression in LRT and HRT unloaded muscle, respectively, relative to breeding line (LRT/HRT)-matched controls (logFC >1; FDR <0.05). N = 6/group.

### Identification of differentially expressed genes

In total, 14,789 genes were detected in this study. Of these, there were 744 differentially expressed genes (DEGs) identified in LRT and 251 DEGs identified in HRT (logFC>1; FDR<0.05), for each plantaris hindlimb immobilization group relative to respective control groups (Fig 2D and 2E; S1 and S2 Tables in S1 File). 

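In plantaris, 879 DEGs were found in LRT and 322 in HRT, at an absolute log2 fold change over 1 and an adjusted p under 0.05. Without the fold change threshold, 4862 genes passed in LRT and 1859 in HRT, and at an adjusted p under 0.001 with it 472 and 44 did. Of the paper's 744 and 251 DEGs, 634 (85.2%) and 200 (79.7%) were also called here, all in the same direction. With limma-voom, which the paper's methods name, 723 (97.2%) and 242 (96.4%) of them were called. The 6 HI and 6 CTRL values did not overlap for 404 (46.0%) of the DEGs in LRT and 159 (49.4%) in HRT, where chance gives 0.22% of genes not chosen for a difference. The DEGs were chosen for their difference in the same rats, so the excess is expected and tests nothing. Both lines shared 216 DEGs. Of the 663 called only in LRT, 624 changed in the same direction in HRT, 154 had an adjusted p under 0.05 there, and 209 had an unadjusted p under 0.05 for the difference between lines. These 663 were chosen for passing in LRT and not in HRT, so the 209 are favoured by the choice and test nothing.
Among the DEGs of LRT plantaris without overlap of the groups, Fosb (ENSRNOG00000046667) and Ampd3 (ENSRNOG00000018262) rose most. Fosb rose from 0.73 ± 0.38 to 19.64 ± 7.79 CPM (SD, n = 6), a log2 fold change of 4.93 (standard error 0.7, adjusted p = 4.9e-06 from edgeR). Ampd3 rose from 11.38 ± 3.96 to 309.4 ± 320.81 CPM, a log2 fold change of 4.76 (standard error 0.69, adjusted p = 5.2e-06). The largest falls were in Mfap4, at -4.87 (standard error 1.29, adjusted p = 0.0038), which had at most 3 counts in 5 of the 6 HI rats, and in ENSRNOG00000046776, at -3.24 (standard error 0.58, adjusted p = 7.6e-05). ENSRNOG00000046776 had 13 to 30 counts in CTRL and at most 3 in 5 of the 6 HI rats, so its fold change rests on few counts. In HRT plantaris the largest rises were in Slc30a2, with a log2 fold change of 3.03 (standard error 0.73, adjusted p = 0.007), and Prima1, at 2.50 (standard error 0.46, adjusted p = 0.0007), under the same condition. Dnah5 fell most, by 2.87 (standard error 0.6, adjusted p = 0.0024).
The gene with the largest rise in the paper's table for LRT plantaris, LOC100362027 (ENSRNOG00000005975), had a log2 fold change of 2.58 (standard error 0.99, adjusted p = 0.045). In LRT CTRL the gene had at most 3 counts in 5 of the 6 rats and 34.34 CPM in the other, and in LRT HI it had 34.39 ± 4.03 CPM. In HRT it was present in each rat, at 39.74 ± 13.94 CPM in CTRL and 41.01 ± 15.57 in HI.

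**Figure D2:**
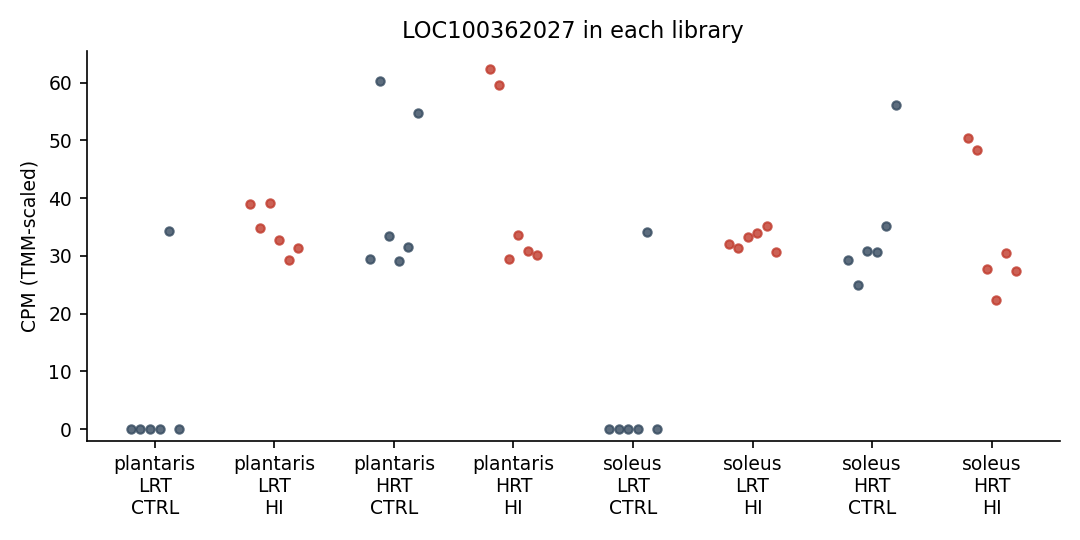
CPM of LOC100362027 in each rat (y axis) by muscle, line and treatment (x axis), 6 rats per group. In LRT CTRL 5 of 6 rats lie at or near 0 in both muscles and the other at 34.34 CPM in plantaris and 34.2 in soleus.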

More DEGs were downregulated than upregulated in plantaris, with 58.5% of LRT DEGs downregulated, compared with 66.5% of HRT DEGs downregulated. 

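The DEGs of LRT plantaris held 466 higher and 413 lower genes, so 47% were lower, and those of HRT plantaris held 154 higher and 168 lower genes, or 52.2% lower. Library totals in place of TMM, a setting chosen after the values were seen, moved this split most. With them 20.4% of the LRT DEGs and 28.6% of the HRT DEGs were lower. The median log2 fold change of all tested genes then rose by 0.24 in LRT and by 0.156 in HRT. With limma-voom, 57.9% and 63.8% were lower.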

In soleus muscle there were 294 DEGs in LRT (57.1% downregulated) and 326 DEGs in HRT (57.1% downregulated) (Fig 2F and 2G; S3 and S4 Tables in S1 File). 

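In soleus, 409 DEGs were found in LRT and 497 in HRT with the same test, against 305 and 293 with each muscle fitted alone. The LRT set held 241 higher and 168 lower genes (41.1% lower) and the HRT set 248 higher and 249 lower (50.1%). With library totals alone these shares were 23.9% and 40.8%, and with limma-voom 53.3% and 53.4%. The paper's tables hold 310 and 363 soleus DEGs, of which 250 (80.6%) and 314 (86.5%) were also called here, in the same direction. With limma-voom 300 (96.8%) and 357 (98.3%) of them were called. HI and CTRL rats did not overlap for 108 (26.4%) of the DEGs in LRT and 210 (42.3%) in HRT. The lines shared 176 soleus DEGs. Of the 233 called only in LRT 210 changed in the same direction in HRT, and of the 321 called only in HRT 295 did so in LRT.
Among the LRT soleus DEGs without overlap, ENSRNOG00000032857 rose from 0.12 ± 0.08 to 8.4 ± 7.11 CPM (SD, n = 6), a log2 fold change of 6.05 (standard error 0.88, adjusted p = 3e-05 from edgeR). ENSRNOG00000025764 had at most 2 counts in each CTRL rat and 3 to 13 in HI, which is too few for a fold change. Nr4a3 (ENSRNOG00000005964) fell by 3.13 on the log2 scale (standard error 0.7, adjusted p = 0.0024), from 4.47 ± 3.39 to 0.56 ± 0.14 CPM. Hspa1b (ENSRNOG00000050647) fell by 2.64 (standard error 0.62, adjusted p = 0.0035), and reads it shares with a paralog were not checked here. In HRT soleus Arrdc2 (ENSRNOG00000019009) rose from 1.84 ± 0.66 to 14.82 ± 7.61 CPM, a log2 fold change of 3.06 (standard error 0.36, adjusted p = 2.4e-07). ENSRNOG00000021943 had 24 to 55 counts in HRT CTRL and at most 3 in each HI rat. LOC100362027 did not pass the threshold in LRT soleus, with a log2 fold change of 2.59 (standard error 1.0, adjusted p = 0.074). Without CTRL replicate 5, the number of the LRT rat that had the gene, it passed (adjusted p = 4e-17).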

The expression of a subset of 40 genes was common to hindlimb immobilization in all groups and tissue types.

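In this fit 42 genes were DEGs in all 4 comparisons, out of 1497 called in at least 1, and 35 of the 42 have a paired symbol. Of the 42, 21 were higher and 20 lower in HI in all 4 comparisons, and 1 changed in both directions. The higher genes included Hdac4, Mt1, Mt2A, Gadd45a and Rbm3, and the lower genes Fbn1 and Dnah5. The 4 DEG tables of the paper share 40 genes, and 32 of these are among the 42. LRT rats shared 135 DEGs between plantaris and soleus and HRT rats 105. The number depended most on the thresholds. It was 313 with no fold change threshold and 4 at an adjusted p under 0.001.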

### Gene set enrichment analysis

All genes with an Entrez GeneID (12,201 genes) were ranked according to their t-statistic, then investigated by GSEA against the GO Biological Processes annotations (Figs 3 and 4; S5 and S6 Tables in S1 File). There were differences in 140 biological processes in plantaris muscle and 118 biological processes in soleus muscle when comparing LRT versus HRT after hindlimb immobilization compared to their respective control groups. 

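The difference between lines in the response to HI was tested gene by gene as an interaction (DELTA). At an adjusted p under 0.05, 0 of 16960 genes passed in plantaris, where the smallest adjusted p was 0.36 and 1060 genes (6.2%) had an unadjusted p under 0.05. Without HI replicate 4, 3 genes passed in plantaris and 2214 (13.0%) had an unadjusted p under 0.05. Without HI replicate 3, 0 passed there and 611 (3.6%) had an unadjusted p under 0.05. In soleus 5 genes passed and 1640 (9.7%) had an unadjusted p under 0.05. In plantaris the 3 genes with the smallest p included Tmem51 (ENSRNOG00000014197), which rose by 1.67 on the log2 scale in LRT and changed by -0.18 in HRT, a difference of 1.85 (standard error 0.41, adjusted p = 0.36 from edgeR). Of the 5 soleus genes only LOC100362684 (ENSRNOG00000030345) has a symbol. It rose in LRT from 27.53 ± 8.46 to 43.45 ± 10.44 CPM (SD, n = 6) and fell in HRT from 33.55 ± 11.4 to 14.04 ± 6.86 CPM, a difference of 1.89 (standard error 0.33, adjusted p = 0.0079). The other 4 genes, without a symbol, had lower log2 fold changes in LRT than in HRT, by -1.26, -0.72, -1.47 and -1.04. Leaving out HI replicate 6 moved the soleus count most, to 210 genes, and fitting each muscle alone gave 0 genes (1278 at an unadjusted p under 0.05).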

In soleus muscle, 84 (of 118 total) enriched biological processes had a difference in the direction of change (i.e. positively versus negatively enriched processes) in LRT versus HRT responses to immobilization. 

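Across the 16960 genes, which are not independent replicates, the soleus log2 fold changes of LRT and HRT had a Pearson r of 0.5 and a Spearman rho of 0.56. Over the alternatives r ran from 0.15 (DESeq2) to 0.68 (genes with at least 10 counts in every library) and rho from 0.27 (genes with any count) to 0.61 (genes with at least 10 counts in every library). The direction differed between lines for 29.1% of all genes. Of the 4068 genes with an adjusted p under 0.05 in at least 1 line, 371 (9.1%) differed in direction, and of the 1040 with an adjusted p under 0.05 in both lines 7 did. Among the 730 genes that were DEGs in at least 1 line, 49 differed in direction, the median absolute log2 fold change was 1.08 in LRT and 1.17 in HRT, and 313 changed more in LRT. From the enrichment of gene sets in its own ranking of genes by t-statistic, the paper states that the atrophy of LRT soleus came with contrasting gene set responses between the lines.

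**Figure D3:**
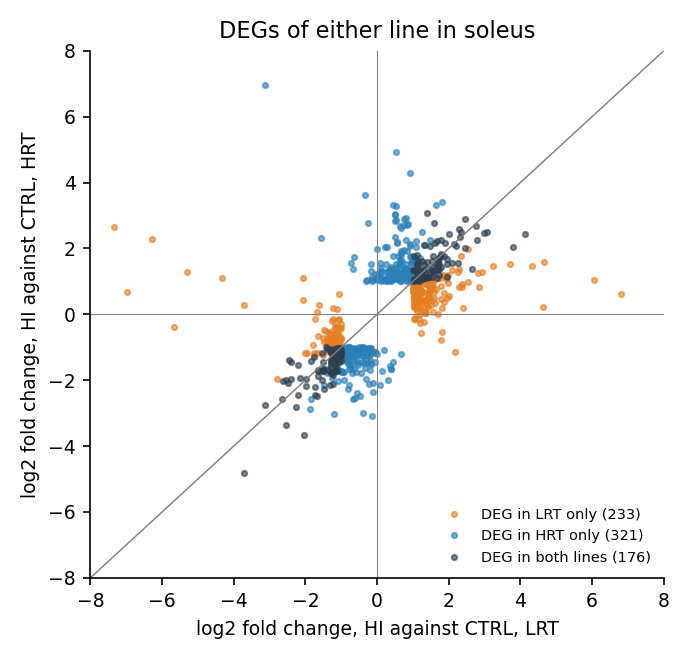
Log2 fold change (HI against CTRL) in HRT soleus (y axis) against LRT soleus (x axis) for the 730 genes that were DEGs in at least 1 line. Of these genes, 49 lie in the quadrants where the lines differ in direction.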

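For plantaris, the log2 fold changes of LRT and HRT had a Pearson r of 0.62 and a Spearman rho of 0.67 across the tested genes, and the direction differed for 23.6% of them. Over the alternatives r ran from 0.2 (genes with any count) to 0.79 (genes with at least 10 counts in every library) and rho from 0.35 to 0.77. Among the 5235 genes with an adjusted p under 0.05 in at least 1 line, 216 (4.1%) differed in direction, and none of the 1486 with an adjusted p under 0.05 in both lines did. The 985 genes that were DEGs in at least 1 line had a median absolute log2 fold change of 1.26 in LRT and 0.86 in HRT. The change was larger in LRT for 809 of them, and 48 differed in direction. Of the 985 genes, 663 were called only in LRT and 106 only in HRT.

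**Figure D4:**
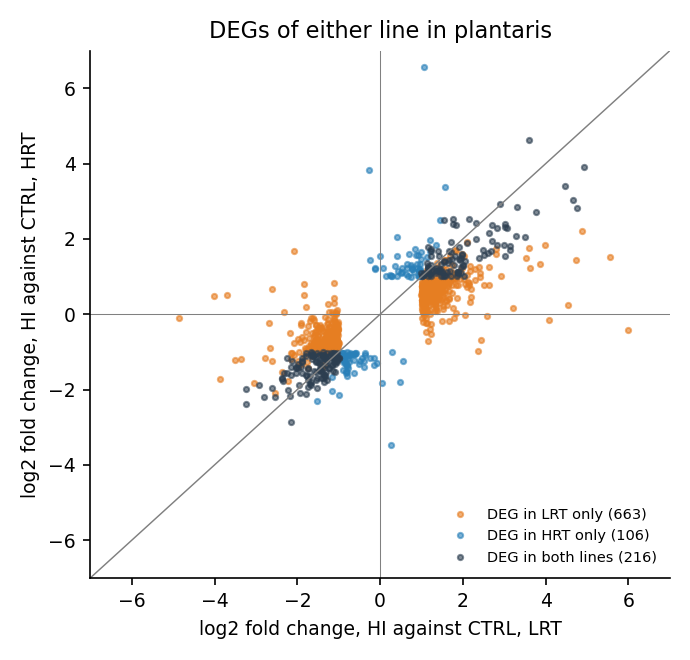
Log2 fold change (HI against CTRL) in HRT plantaris (y axis) against LRT plantaris (x axis) for the 985 genes that were DEGs in at least 1 line. Of these genes, 48 lie in the quadrants where the lines differ in direction.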

In plantaris muscle, only 4 processes (of 140 total) were different in the direction of change. The remaining biological processes were different in the magnitude of response. Selected co-expression networks and GSEA plots illustrate dysregulation of gene-sets corresponding to specific biological processes. These are shown for *Autophagy* (GO:0006914) and *Lymphocyte activation* (GO:0046649) in soleus muscle (Figs 5 and 6), and *Ubiquitin-dependent protein catabolic process* (GO:0019941) in plantaris muscle (Fig 7). The processes selected for soleus exhibited a divergent response between LRT and HRT. The protein ubiquitination process selected for plantaris (GO:0019941) was positively enriched in both HRT and LRT in response to immobilization, however this response was greater in LRT (difference; P<0.0005).

**Fig 3:**
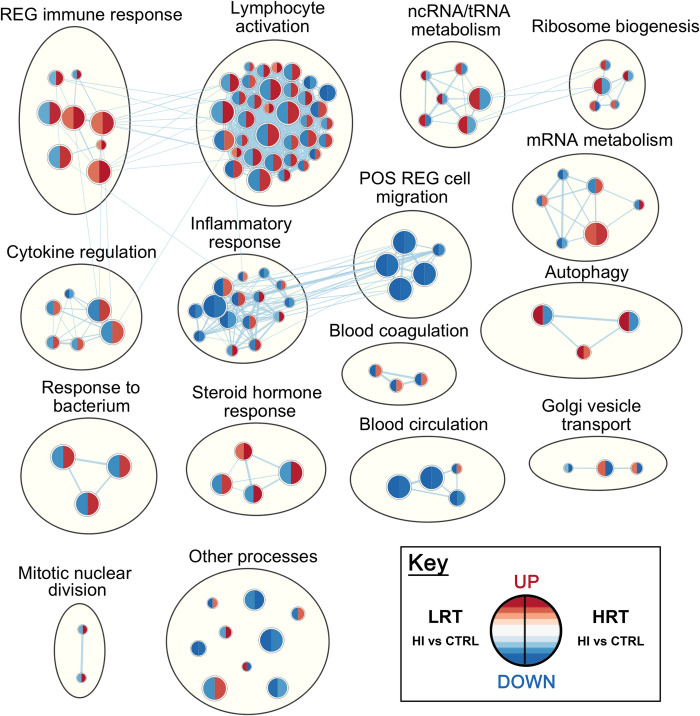
Enrichment map of Gene Ontology Biological Processes differentially expressed in low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT) soleus muscle in response to hindlimb immobilization. Enrichment results were mapped as a network of gene sets (nodes) related by mutual gene overlap (edges). The enrichment map reflects relative differences (HI versus control) between LRT and HRT. Red identifies up-regulated and blue down-regulated gene sets following 3 d of hindlimb immobilization. Differential expression (LRT versus HRT) was analysed after accounting for the effect of atrophy in each group relative to their own genotypic control. The left and right side of each node indicates LRT and HRT response respectively (n = 6/group). Node size is proportional to the percent of enriched genes per set, and colour intensity represents magnitude of change in expression. Blue lines represent edges of mutual overlap. Clusters of functionally related gene sets were circled and manually labelled to highlight prevalent biological functions among a set of related gene-sets (FDR <0.05; P <0.001).

**Fig 4:**
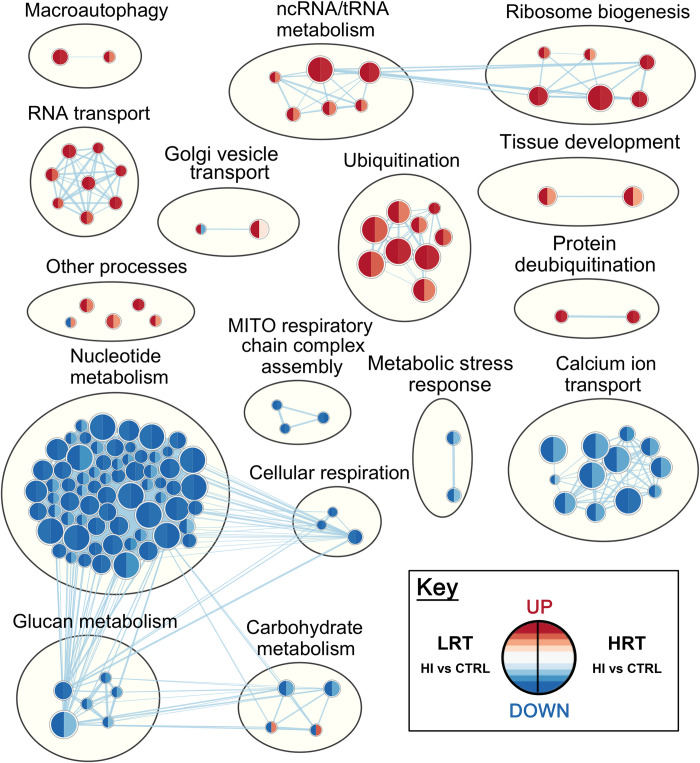
Enrichment map of Gene Ontology Biological Processes differentially expressed in low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT) plantaris muscle in response to hindlimb immobilization. Enrichment results were mapped as a network of gene sets (nodes) related by mutual gene overlap (edges). The enrichment map reflects relative differences (HI versus control) between LRT and HRT. Red identifies up-regulated and blue down-regulated gene sets following 3 d of hindlimb immobilization. Differential expression (LRT versus HRT) was analysed after accounting for the effect of atrophy in each group relative to their own genotypic/phenotypic control. The left and right side of each node indicates LRT and HRT response respectively (n = 6/group). Node size is proportional to the percent of enriched genes per set, and colour intensity represents magnitude of change in expression. Blue lines represent edges of mutual overlap. Clusters of functionally related gene sets were circled and manually labelled to highlight prevalent biological functions among a set of related gene-sets (FDR <0.05; P <0.001).

**Fig 5:**
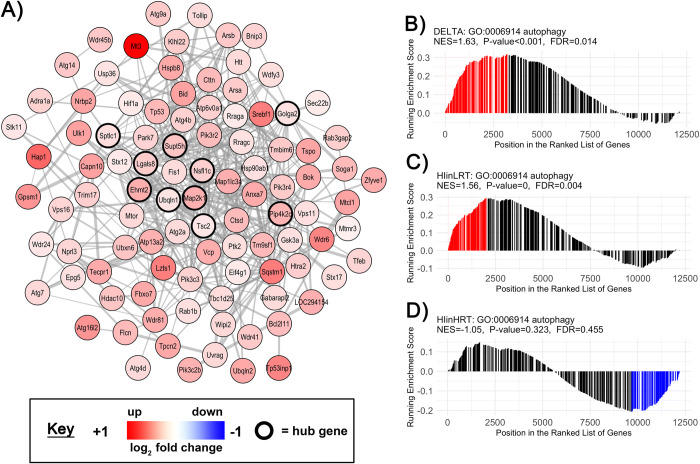
Gene set enrichment analysis of the *Autophagy* gene-set in the soleus. **A)** Co-expression network of genes involved in the *Autophagy* (GO:0006914) gene-set. Nodes correspond to individual genes significantly enriched in the delta comparison of low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT; FDR<0.05, p<0.001; n = 6/group). Edge lines between two genes represent a co-expression relationship. Colour intensity represents the magnitude of dysregulation, and black borders show ‘hub’ genes in the highest 5% of connectivity within the gene-set. GSEA rank plots shown for **B)** DELTA HRT-LRT, **C)** HIinLRT and **D)** HIinHRT comparisons. On each plot the vertical lines (barcode) indicate the position of each gene within the GO:0034976 gene-set within the ranked gene list. The height of each gene is proportional to the running enrichment score. Core genes that drive the enrichment score are shown in red (positive enrichment) or blue (negative enrichment). Corresponding normalised enrichment scores (NES), p-value and FDR are also shown.

**Fig 6:**
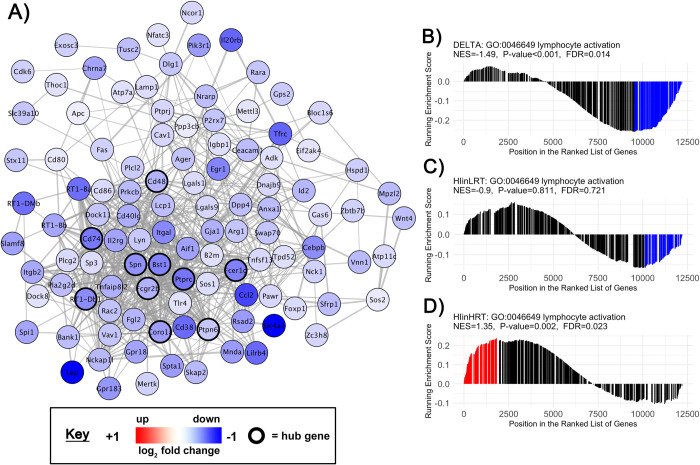
Gene set enrichment analysis of the soleus lymphocyte activation gene-set. **A)** Co-expression network of genes involved in the *Lymphocyte Activation* (GO:0046649) gene-set. Nodes correspond to individual genes significantly enriched in the delta comparison from control-to-experimental groups between low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT; FDR<0.05, p<0.001; n = 6/group). Edge lines between two genes represent a co-expression relationship. Colour intensity represents the magnitude of dysregulation, and black borders show ‘hub’ genes in the highest 5% of connectivity within the gene-set. GSEA rank plots shown for **B)** DELTA HRT-LRT, **C)** HIinLRT and **D)** HIinHRT comparisons. On each plot the vertical lines (barcode) indicate the position of each gene within the GO:0046649 gene-set within the ranked gene list. The height of each gene is proportional to the running enrichment score. Core genes that drive the enrichment score are shown in red (positive enrichment) or blue (negative enrichment). Corresponding normalised enrichment scores (NES), p-value and FDR are also shown.

**Fig 7:**
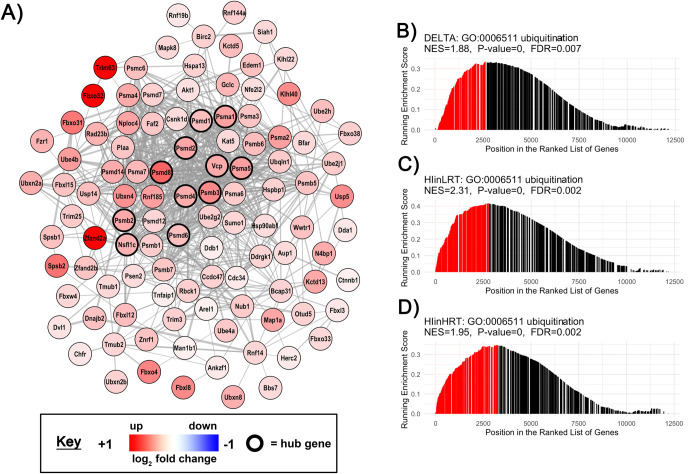
Gene set enrichment analysis of a pathway representative of the ubiquitination cluster. **A)** Co-expression network of genes involved in the *Ubiquitin-dependent protein catabolic process* (GO:0019941) gene-set. Nodes correspond to individual genes enriched in the delta comparison from control-to-experimental groups between low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT; FDR<0.05, p<0.001). Edge lines between two genes represent a co-expression relationship. Colour intensity represents the magnitude of dysregulation, and black borders show ‘hub’ genes in the highest 5% of connectivity within the gene-set. GSEA rank plots shown for **B)** DELTA HRT-LRT, **C)** HIinLRT and **D)** HIinHRT comparisons. On each plot the vertical lines (barcode) indicate the position of each gene within the GO:0019941 gene-set within the ranked gene list. The height of each gene is proportional to the running enrichment score. Core genes that drive the enrichment score are shown in red (positive enrichment) or blue (negative enrichment). Corresponding normalised enrichment scores (NES), p-value and FDR are also shown.

### Expression of atrogenes and other genes of interest

Gene expression as determined by RNAseq is shown for several genes (*Fbxo32 [Murf1]*, *Trim63 [MAFbx]*, *Ubr5*, *Hdac4 and Mtor*) with purported roles in skeletal muscle atrophy (Fig 8). In soleus muscle, only *Hdac4* and *Mtor* were upregulated and this was consistent across both HRT (*Hdac4* 1.85 log_2_fold change [FC], *Mtor* 0.32 log_2_ FC) and LRT (*Hdac4* 2.21 log_2_ FC, *Mtor* 0.59 log_2_ FC; P<0.05). 

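In soleus, Hdac4 (ENSRNOG00000020372) rose in LRT from 17.01 ± 3.27 to 90.41 ± 67.53 CPM (SD, n = 6), a log2 fold change of 2.44 (standard error 0.44, adjusted p = 0.00031 from edgeR), and each of the 6 HI rats lay above each CTRL rat. In HRT it rose from 17.87 ± 6.41 to 70.59 ± 42.21 CPM, a log2 fold change of 2.02 (standard error 0.45, adjusted p = 0.002), and 5 of 6 HI rats lay above each CTRL rat, of which replicate 1 was far above the others. The difference between lines was 0.41 (standard error 0.59, adjusted p = 0.87). Trim63 (ENSRNOG00000016543) changed by 0.47 in LRT (adjusted p = 0.41) and 0.21 in HRT (adjusted p = 0.74). Fbxo32 (ENSRNOG00000006738) changed by 0.74 in LRT (adjusted p = 0.13) and 0.36 in HRT (adjusted p = 0.48). Mtor has no paired identifier and was not analysed here.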

In plantaris muscle *Trim63*, *Fbxo32*, *Hdac4*, *Mtor*, and *Ubr5* were also upregulated in both HRT (*Trim63* 1.41 log_2_ FC; *Fbxo32* 1.62 log_2_ FC; *Hdac4* 2.14 log_2_ FC; *Mtor* 0.49 log_2_ FC; *Ubr5* 0.32 log_2_ FC) and LRT (*Trim63* 2.55 log_2_ FC; *Fbxo32* 2.74 log_2_ FC; *Hdac4* 2.89 log_2_ FC; *Mtor* 0.65 log_2_ FC; *Ubr5* 0.54 log_2_ FC; P<0.05). 

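In plantaris each of the 6 HI rats lay above each of the 6 CTRL rats for Trim63, Fbxo32 and Hdac4, in LRT and in HRT. Trim63 rose in LRT from 234.56 ± 27.23 to 1424.34 ± 944.36 CPM (SD, n = 6), a log2 fold change of 2.60 (standard error 0.37, adjusted p = 4.8e-06 from edgeR). In HRT it rose from 199.69 ± 15.89 to 615.43 ± 606.43 CPM, a log2 fold change of 1.62 (standard error 0.37, adjusted p = 0.0048), with HI replicate 4 far above the other 5 rats. Fbxo32 rose in LRT from 209.24 ± 97.52 to 1193.54 ± 476.79 CPM, a log2 fold change of 2.51 (standard error 0.34, adjusted p = 3e-06), and in HRT from 247.33 ± 60.45 to 743.7 ± 402.77 CPM, or 1.58 (standard error 0.34, adjusted p = 0.003). Hdac4 rose in LRT from 22.21 ± 2.83 to 158.96 ± 83.12 CPM, a log2 fold change of 2.83 (standard error 0.44, adjusted p = 1.5e-05), and in HRT from 22.84 ± 4.43 to 114.71 ± 81.12 CPM, or 2.29 (standard error 0.45, adjusted p = 0.0012).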

There was a strong correlation between RNAseq and RT-qPCR expression of these genes (S1 Fig; S8 Table in S1 File).

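For 7 of the 10 genes in the paper's RT-qPCR table, the plantaris log2 fold changes from the deposited counts could be set beside the RT-qPCR values, which are the paper's, in LRT and in HRT. All 14 pairs had the same direction. These 7 genes have an identifier because the paper called them in at least 1 comparison of the same rats. The match in direction and the correlation are thus favoured by their choice. The pairs are across genes, which are not independent replicates. Each gene enters once per line, and the permutations over both lines treated its pairs as independent, so their p may be too small. The 14 pairs had a Pearson r of 0.88 (permutation p = 0.0001, adjusted p = 0.0005 over the 10 correlations made) and a Spearman rho of 0.87 (permutation p = 8e-05, adjusted p = 0.0005). Without the 2 pairs farthest from the median r was 0.84. In LRT alone (n = 7) r was 0.88 (exact permutation p = 0.021, adjusted p = 0.052) and in HRT alone 0.88 (exact permutation p = 0.012, adjusted p = 0.04). The rho in LRT alone was 0.79 (exact permutation p = 0.048, adjusted p = 0.069). In HRT alone it was 0.82 (exact permutation p = 0.034, adjusted p = 0.065). The genes form a rising and a falling cluster. Among the 8 pairs of rising genes r was 0.36 (exact permutation p = 0.36) with a rho of 0.4, and among the 6 pairs of falling genes r was 0.89 (exact permutation p = 0.039, adjusted p = 0.065) with a rho of 0.77 (exact permutation p = 0.1, adjusted p = 0.13). After adjustment the relation was thus shown within neither cluster. Leaving out 1 HI replicate moved the pooled r most, to 0.85.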

**Fig 8:**
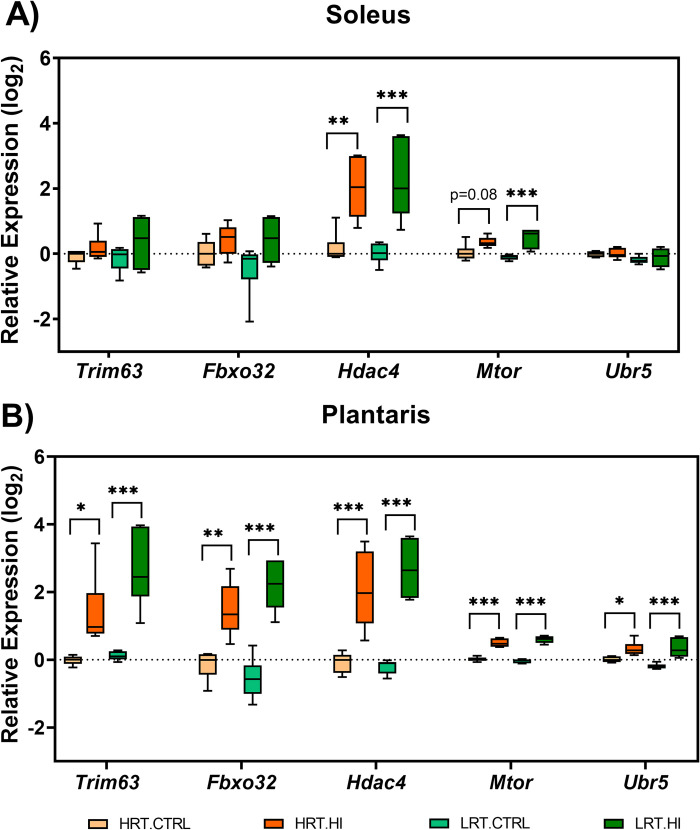
Boxplots of RNAseq data for transcripts of interest. Data is shown for *Trim63*, *Fbxo32*, *Hdac4*, *Mtor*, and *Ubr5* genes for **A)** soleus muscle and **B)** plantaris muscle in low responders to aerobic endurance training (LRT) and high responders to aerobic endurance training (HRT) control (CRTL) groups and experiment groups following 3 d hindlimb immobilization (HI). Boxes indicate the interquartile range (25%-75%) with the horizontal bar within each box indicating the median. The whiskers show the minimum and maximum values. *P<0.05, **P<0.01, and ***P<0.001 vs. line matched control (n = 6/group).

Gene expression (logFC) and adjusted p-value of previously identified skeletal muscle atrogenes [24] showed differential gene expression between LRT and HRT, and soleus and plantaris muscle (S9 and S10 Tables in S1 File). 

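An identifier is paired through the paper's DEG tables with 53 (36.3%) of the atrogenes it lists, and only these could be tested. Each of the 53 was named because the paper had called it in at least 1 comparison, so the counts are lower bounds and no estimate for the whole list. In soleus, 13 of the 53 had an adjusted p under 0.05 in HRT (6 higher, 7 lower in HI) and 14 in LRT (9 higher). With adjustment over the 53 genes alone the counts were 14 in HRT and 17 in LRT. With adjustment over all tested genes and an absolute log2 fold change over 1, the counts were 9 in HRT and 6 in LRT. In the paper's own tables, 13 of the same 53 atrogenes are called in HRT and 13 in LRT.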

Specifically, 28 atrogenes were differentially expressed in the HRT immobilization group relative to controls, compared with 33 in LRT for the soleus muscle (S9 Table in S1 File). 

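In plantaris 33 of the 53 atrogenes with an identifier had an adjusted p under 0.05 in HRT, 18 of them higher in HI, and 51 in LRT, 28 of them higher. Adjusted over the list alone, 44 and 51 passed. With adjustment over all tested genes and an absolute log2 fold change over 1, 19 and 49 did. The paper's own tables call 31 of the same 53 in HRT and 50 in LRT.

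**Figure D5:**
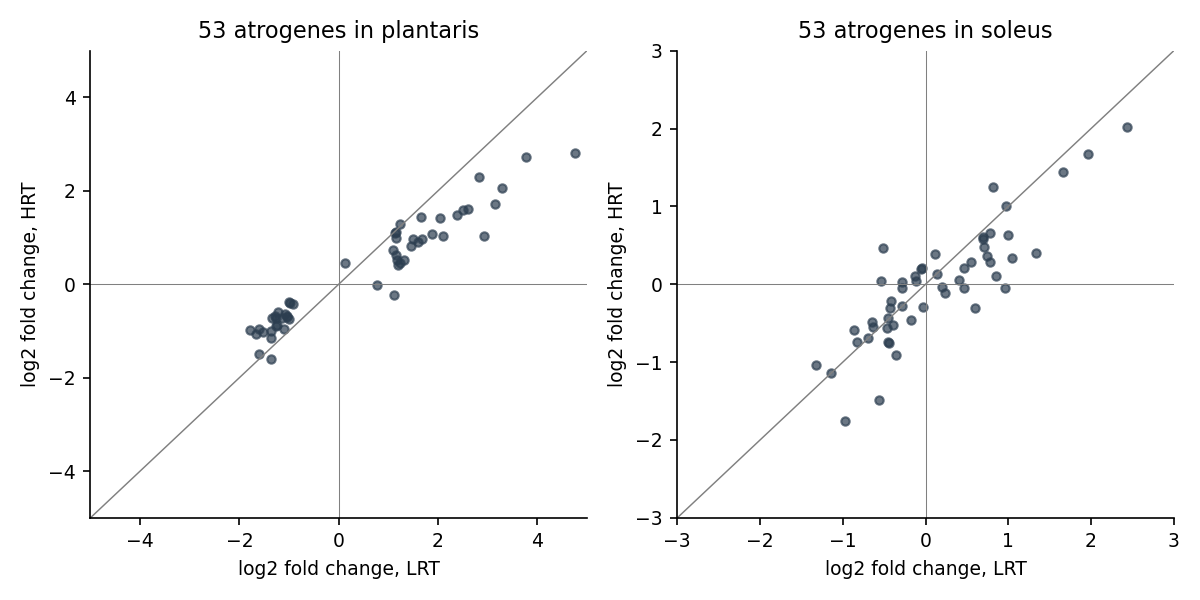
Log2 fold change (HI against CTRL) of the 53 atrogenes with an identifier, by muscle and line, n = 6 rats per group. In LRT plantaris 51 of the 53 had an adjusted p under 0.05 and in HRT plantaris 33.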

In plantaris, 55 atrogenes were differentially expressed in HRT after three days immobilization compared with 109 in LRT (S10 Table in S1 File).

## Discussion

This study is the first to show that low responders to aerobic endurance training (LRT) have exacerbated atrophy and reduced protein synthesis compared with high responders to aerobic endurance training (HRT) following short-term immobilization. The greater atrophy in LRT soleus compared with HRT after the three-day unloading period was characterized by distinct, contrasting enrichments for gene sets in a broad range of biological processes. Differences in plantaris atrophy between LRT and HRT were less pronounced and the resulting gene-set enrichments were similarly up/down regulated but different in the magnitude of response. Together, these results provide new information on the changes in biological processes associated with the early skeletal muscle atrophy response.

Divergent gene-set enrichments with short-term atrophy between LRT and HRT were generally limited to the soleus, which is predominantly comprised of type I muscle fibres. Moreover, HRT soleus muscle appeared to be resistant to atrophy in the early (3 d) period of immobilization and maintained muscle mass comparable to HRT control animals. This apparent delay in muscle loss may be attributable to heritable genetic factors with selective breeding for high response to endurance training which may protect against short-term muscle disuse in type I fibres. Our LRT data are in close agreement with Kelleher, Pereira [25] who have previously employed the rat hindlimb casting method and report soleus muscle loss (~9%) and decreased muscle protein synthesis (~65%) following three days of immobilization. Accordingly, it appears the HRT are somewhat exceptional for their predisposition to delay the initiation of muscle atrophy with soleus muscle unloading. However, we cannot rule out the possibility that the larger soleus and plantaris muscle mass in the LRT compared with HRT control group, and variance in oedema, contributed to differences in the magnitude of atrophy, even though muscle protein synthesis was also reduced in LRT. Nonetheless, our analytical approach identifies many new gene networks contrasted between low and high responders to training that may attenuate immobilization-induced atrophy in the early phase of muscle loss.

Rapid atrophy in the early response to immobilization in soleus of LRT compared to HRT was associated with divergent enrichment of numerous biological processes, such as autophagy. Under normal homeostatic conditions autophagy is an essential process used to degrade damaged proteins and organelles via lysosomal proteolysis [26]. However, during catabolic conditions autophagy can disturb cellular protein homeostasis by increasing protein degradation [26]. The autophagy-lysosome proteolytic system degrades aggregated proteins in cells via the autophagosome and has been proposed as a mechanism mediating skeletal muscle wasting under a range of conditions including disuse [27]. Baehr, West [11] reported age-related elevations in autophagic flux in conjunction with reduced muscle fibre area in the soleus. The present data, showing differential enrichments between LRT and HRT, identifies gene networks that may underpin increased autophagy and autophagy-mediated atrophy.

The largest shift in gene-set enrichments, between HRT and LRT in soleus muscle, were for immune, cytokine regulation and lymphocyte activation biological processes. Acute immune and inflammatory processes appear to mediate muscle regeneration through several mechanisms including myogenesis [28]. It has also been proposed that changes in the transcriptome may be related to regulatory interactions between muscle, accumulated leukocytes and the extra-cellular matrix, and functionally related to inflammatory and immune responses for management of cell stress [29]. In the present study, differential enrichments for Lymphocyte Activation were particularly striking: 30 gene-sets were positively enriched in HRT and negatively enriched in LRT, representative of a coordinated response. Interestingly, cytokine-mediated recruitment of regulatory T-cells promotes regeneration [30]. In skeletal muscle, regulatory T cells express growth factors which act on muscle satellite cells, enhancing repair [30–33]. Ultimately, future work to define the immune or inflammatory response, including the time course, cell targets, and biological crosstalk may be valuable in determining how (or *if*) genetic factors attenuate atrophy via immune system related mechanisms. Undoubtedly, hindlimb cast immobilization represents a catabolic stimulus with capacity to induce cell stress and the divergent biological processes response and apparent resistance to soleus muscle loss in HRT compared to LRT in the early unloading period indicates this may be an important area for future research.

Gene sets annotated to RNA metabolism and Ribosome Biogenesis processes were upregulated in the LRT plantaris and soleus, and HRT plantaris. In contrast, HRT soleus muscle mass which was largely preserved, showed downregulation of Ribosome Biogenesis gene sets. Several studies show that disuse atrophy decreases ribosomal RNA synthesis and increases RNA breakdown, with increases in breakdown appearing to be the predominant mechanism for reductions in total RNA concentration between 7–14 d of disuse [11, 34, 35]. Given that protein synthesis is reduced after three days immobilization, the HRT soleus appears to exhibit the most appropriate response, downregulating processes associated with ribosomal biogenesis. However, further work is necessary to determine whether the HRT ribosomal response to immobilization is exceptional, with the potential to preserve muscle protein mass during unloading, and/or whether there are downstream effects on other cell processes related to the downregulation of biological pathways associated with ribosome biogenesis.

Multiple studies have reported an increase in protein ubiquitination in response to immobilization, which appears to be controlled by the atrogenes *Trim63 (Murf1)* and *Fbxo32 (MAFbx)* [36–38]. The ubiquitin-proteasome system promotes breakdown of myofibrillar proteins and has been implicated in atrophy induced by starvation, immobilization, aging, and chronic diseases [38]. 

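The difference between lines in the plantaris response was tested for single atrogenes as the interaction of line and treatment. For Trim63 the LRT log2 fold change was larger by 0.98 (standard error 0.5, unadjusted p = 0.057, adjusted p = 0.81 from edgeR, n = 6 rats per group) and for Fbxo32 by 0.93 (standard error 0.46, unadjusted p = 0.05, adjusted p = 0.8). The HRT change of Trim63 includes HI replicate 4, at 10.85 log2 CPM against 8.27 to 9.0 in the other rats of its group. Hdac4 differed by 0.53 (standard error 0.59, adjusted p = 0.91). Of the 53 atrogenes with an identifier, 0 had an adjusted p under 0.05 for the difference in either muscle, also when adjusted over the list alone, where the smallest adjusted p was 0.2 in plantaris and 0.88 in soleus. At an unadjusted p under 0.05, 8 differed in plantaris and 1 in soleus. The absolute change was larger in LRT for 50 of the 53 in plantaris, with a median of 1.31 in LRT and 0.95 in HRT, and for 39 in soleus, with medians of 0.55 and 0.43. The paper's tables call 50 of these 53 genes in LRT plantaris and 31 in HRT plantaris, and the genes have an identifier because the paper called them. A larger change in LRT plantaris is thus favoured by their choice, so it is not counted here as evidence of a difference between lines. How much of it the choice accounts for was not tested. Over its full atrogene list, which was not chosen by these calls, the paper counts 109 in LRT plantaris and 55 in HRT plantaris. The larger number of calls in LRT plantaris is thus not limited to the 53, but counts of calls do not test the difference. Among the 53, the direction was shared between lines for 51 in plantaris and 41 in soleus.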

Here, atrogenes *Trim63*, *Fbxo32 and Ubr5* were upregulated to a similar extent in LRT and HRT plantaris muscle with immobilization but there was a greater number of individual differentially expressed atrogenes in LRT compared with HRT in soleus and plantaris muscle. We also observed a greater upregulation of ubiquitination biological processes that were associated with more pronounced plantaris muscle loss in LRT. Interestingly, ubiquitination gene sets were not enriched in soleus muscle at the biological processes level indicating muscle fibre type may alter the time-course of the response [39, 40]. This is consistent with work by Baehr and co-workers [41] showing that at 3 days of hindlimb unloading the rate of loss in plantaris mass was twice that of soleus, before soleus loss accelerated from day 3 to day 14 [41]. Moreover, there is some evidence for a biphasic time-course for skeletal muscle atrophy where the immediate/early response to unloading is characterized by a rapid decrease in the rate of protein synthesis, followed by a subsequent increase in protein ubiquitination and proteasome activity with prolonged muscle disuse [41]. A limitation of this study is that we were unable to quantify fibre type specific cross-sectional area. In addition, data are restricted to a single time-point in the early period of the atrophy response and further work is needed to determine biological process changes at multiple time points to encompass immediate, short-term, and long-term muscle atrophy.

The largest biological process shift in plantaris muscle was a downregulation of numerous nucleotide metabolism pathways, for which there was a difference in magnitude but not direction, between LRT and HRT rats compared to their respective control groups. Nucleotides are central in regulating many cellular processes including protein metabolism, transcription/translation, intracellular signalling, and chemical energy. The more pronounced negative enrichment in nucleotide metabolism in LRT is likely related to a general impairment of metabolic processes compared with HRT [4]. For example, differences in the magnitude of negative enrichment in calcium ion transport were also evident between LRT and HRT. Given calcium flux regulates the activation of many intracellular signalling pathways and is essential for skeletal muscle contraction the greater negative enrichment in LRT also indicates metabolic impairment [42]. Moreover, there was divergent enrichment for carbohydrate metabolism processes in HRT and LRT plantaris muscle. Skeletal muscle disuse is associated with decreased glucose uptake and insulin resistance [43], and the positive enrichment in HRT compared to LRT indicates LRT have reduced capacity to maintain cell processes for muscle glucose metabolism during short-term disuse. Indeed, our findings are in agreement with the work of Lessard and co-workers [4] who have previously shown poor glucose metabolism, dysregulated molecular signalling and impaired insulin tolerance in LRT compared with HRT [4]. Thus, inferior molecular and substrate metabolism may underpin the poor response to endurance training and muscle unloading, but HRT appear to better maintain biological processes associated with cell metabolism during short-term disuse which may attenuate the severity of atrophy. Finally, we have previously reported changes in genetic profiles of LRT and HRT in response to functional overload, and both common and distinct biological process enrichment are apparent in LRT and HRT with divergent stimuli of compensatory hypertrophy in our prior work and the disuse atrophy in the present study [8]. Moreover, it appears the transcriptome response to immobilisation induced atrophy is not simply the inverse of hypertrophy, with shared and unique responses associated with a disparity in phenotypic outcome.

The dominant mechanism inducing skeletal muscle atrophy, the time-course of dysregulation of metabolic and molecular processes, and the translational relevance of data from rodents to human biology remain areas of continued scientific scrutiny [44, 45]. Our data provide support for the contribution of both reduced protein synthesis and upregulation of atrogene expression in promoting immobilization induced muscle wasting. Moreover, despite methodological and fibre type differences in analysis of the muscle transcriptome our plantaris, but not soleus, data are in partial agreement with Abadi and co-workers [46] human model of immobilization. However, neither the myosin heavy chain expression nor pronounced decrease in mitochondrial gene enrichment in human skeletal muscle is equivalent in the current rodent model.

In summary, low responders to aerobic endurance training also show an exacerbated atrophy response when directly compared with high responders to training, indicating HRT may be somewhat protected from rapid muscle loss with short-term immobilization. Characterization of soleus muscle gene expression in response to short-term atrophy identified many contrasting biological processes associated with high endurance training responders’ capacity to delay significant loss of skeletal muscle in the early unloading period. In addition, greater plantaris muscle atrophy in LRT may be attributable to variation in the magnitude of biological process enrichment during muscle unloading. Altogether, the innovative rat model employed in this study demonstrates that heritable factors that promote divergent adaptation to endurance training can have a significant impact on the regulation of biological processes associated with muscle atrophy and the extent of short-term loss of skeletal muscle.

## Supporting information

S1 Fig Pearson’s correlation x-y plot of RNA sequencing and RT-qPCR data. (TIF) Click here for additional data file.

S1 Raw images Raw images for Western blotting in plantaris and soleus muscle of low responders to endurance training (LRT) and high responders to endurance training (HRT) intervention and control groups. (PDF) Click here for additional data file.

S1 File Raw data for gene expression in plantaris and soleus muscle of low responders to endurance training (LRT) and high responders to endurance training (HRT) intervention and control groups. Data are shown for differentially expressed genes (S1–S4), enrichment mapping (S5, S6), primer sequences (S7), RNAseq and RT-qPCR correlation data (S8), atrogene expression (S9, S10) and myosin heavy chain expression (S11).
(XLSX) Click here for additional data file.

# Supplementary material for: Effect of short-term hindlimb immobilization on skeletal muscle atrophy and the transcriptome in a low compared with high responder to endurance training model
**Source:** PLoS One. 2022 Jan 13;17(1):e0261723. doi: 10.1371/journal.pone.0261723
**Supplement:** S1 Raw images

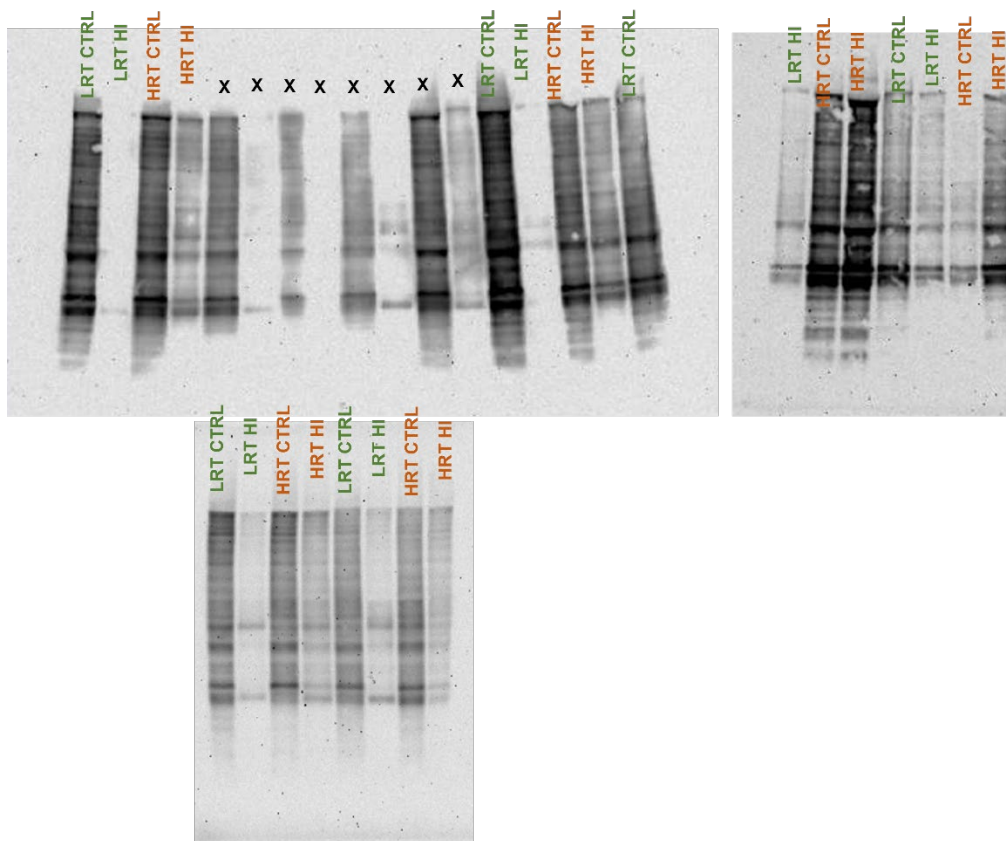

S2a. Soleus puromycin blots quantified for Figure 1E

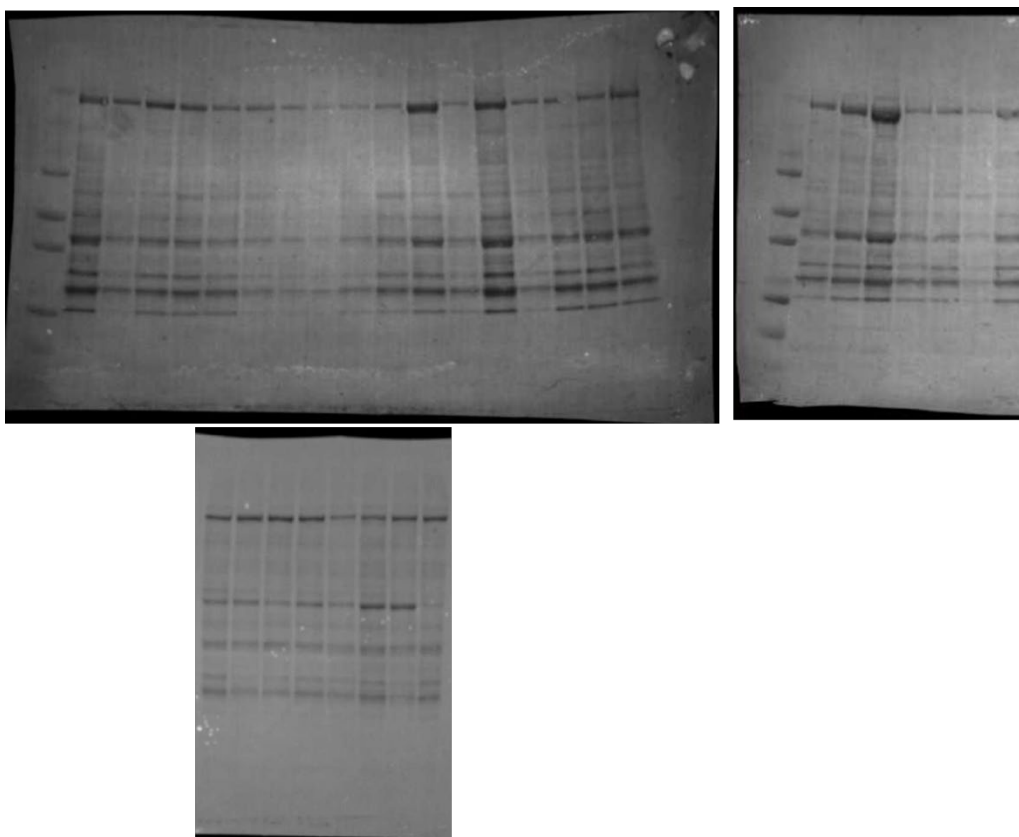

S2b. Amido black for soleus.

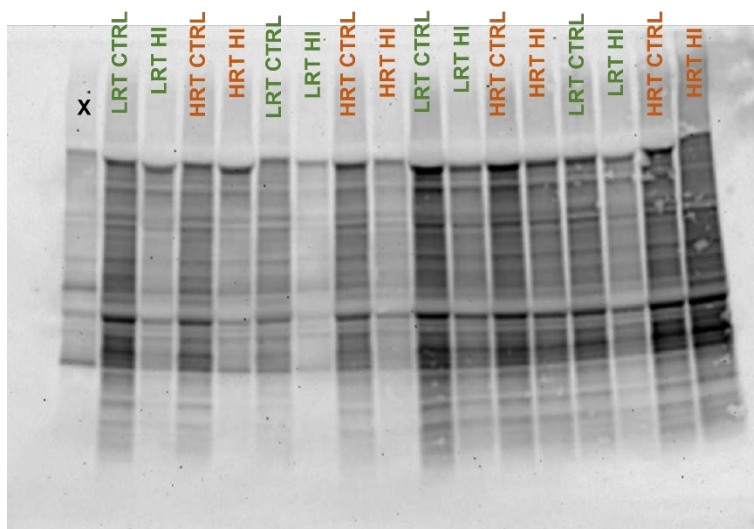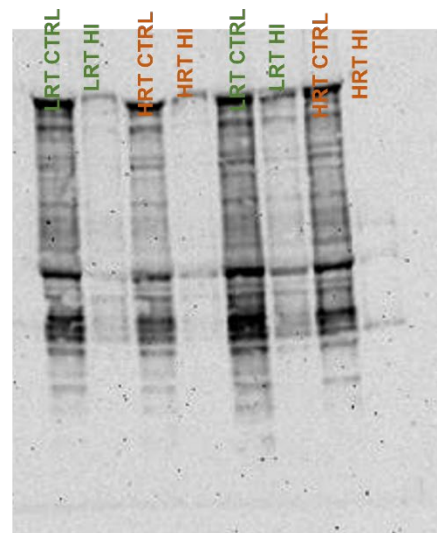

S2c. Plantaris puromycin blots quantified for Figure 1F

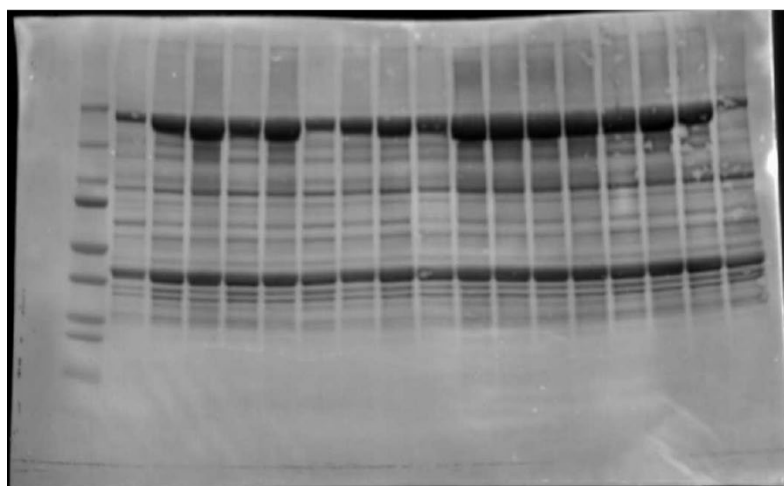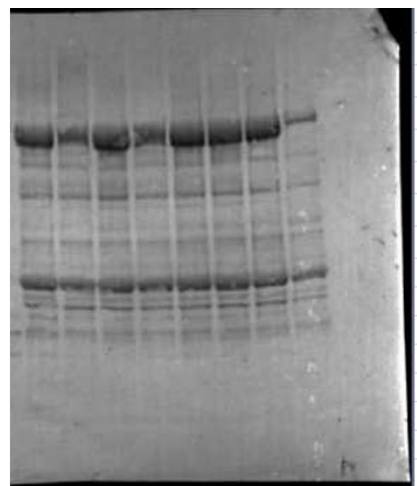

S2d. Amido Black for plantaris

How the deposited data were processed for this re-analysis (not part of the article)

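RNA from the plantaris and soleus of 24 female rats, 12 LRT and 12 HRT, was measured by RNA sequencing in 48 libraries. The 8 groups of muscle, line and treatment held 6 rats each, and the treatments were hindlimb immobilization for 3 d (HI) and no immobilization (CTRL). The groups were taken from the deposited labels, and no library was left out. The labels also number the rats of each group, and the same number in plantaris and soleus was taken to mean the same rat. This reading was checked by correlating the deviations of same-numbered libraries from their group means, where the mean r was 0.323 in LRT HI, 0.21 in LRT CTRL, 0.276 in HRT HI and 0.096 in HRT CTRL.

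According to the paper, the authors quantified transcripts with Salmon against the rat cDNA and non-coding RNA of Ensembl, scaled them for length and summed them per gene with tximport. The values deposited by the authors are estimated counts per gene, with no normalization between libraries. They were tested to be non-negative, mostly not whole and different in total between libraries, and were rounded before the fits. The totals per library were between 26.8 M and 36.4 M counts. Intervals and floors that rest on counts cover counting error only, and a group with at most 3 counts in each library was given no fold change.

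Symbols were taken from the DEG tables of the paper, which pair 1149 of the 31998 identifiers (3.6%) with a symbol. The reference tables pair none of their 47357 entries with an Ensembl identifier. Positions of genes, GC content and length were not used here for the same reason. The named genes were fixed by a rule. The rule takes the genes that the results text and the RT-qPCR table of the paper name. It adds, for each HI against CTRL comparison, the 2 largest rises and the 2 largest falls among DEGs whose HI and CTRL values do not overlap. It also adds the 3 genes with the smallest p in each DELTA comparison, and LOC100362027. Of unnamed genes at most 2 that rose and 2 that fell are printed by identifier.

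The fits were made with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were normalized by TMM, and all 48 libraries were fitted together with a quasi-likelihood model with the 8 groups and RIN. The plantaris and soleus libraries of a rat were treated as independent, and no alternative used the rat as a block. HI was compared with CTRL within each muscle and line, and DELTA is the difference between the log2 fold change of LRT and that of HRT. A DEG has an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.05, and DELTA uses the adjusted p alone. Standard errors were taken from the fold change and the F statistic. CPM values use the TMM-scaled library sizes. Principal components were taken from centred log2 CPM with a prior count of 2. Groups of 6 were compared by 2-sided exact permutation tests and larger groups by permutation tests with 100000 resamples. Atrogenes were counted at an adjusted p under 0.05 over all tested genes, and over the list alone. The other tools were limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

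The chain was tested on simulated data in which 198 of 16752 genes were changed. In the comparison of LRT plantaris edgeR recovered 92.4% of them with 7.1% false calls, and in DELTA 83.3% with 5.2% false calls. Limma-voom recovered 91.9% and 81.8%, with 8.5% and 5.3% false calls. DESeq2 recovered 93.4% and 84.8%, with 12.3% and 11.1% false calls. The simulated changes were larger than the plantaris DELTA values of Trim63 (0.98) and Fbxo32 (0.93), and each gene had the same dispersion in all groups. In the data the median SD of log2 values in LRT plantaris was 0.32 in HI and 0.16 in CTRL. The simulation therefore does not show how often smaller differences between lines would be found in these rats.

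The alternatives were size factors of DESeq2 in edgeR, the Wald test of DESeq2, limma-voom, no RIN covariate, genes with any count, genes with at least 10 counts in every library, each muscle fitted alone, the replicate number as a block, other thresholds, other choices for the principal components, and each replicate number left out in turn. Library totals without TMM, limma-voom on genes over 1 CPM in at least 6 libraries, and limma-voom with library totals were added later. The replicate number was not used as a block in the reported fit.

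Gene set enrichment, the gene families and the myosin heavy chain shares were left out. Of the 6 Myh genes 0 have a paired identifier, and of the gene families and marker lists the largest share with an identifier was 70.6%, under the 80% needed. Among the leading-edge genes of the paper's enrichment tables 87 of 1219 (7.1%) in S5 Table and 149 of 1280 (11.6%) in S6 Table have one. Muscle mass, protein synthesis and running data are not covered by the deposited counts and were not used here.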

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

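The counts of splits and the checks of LOC100362027 for induction, a variant and a similar gene were chosen only after the results they test were seen.

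In 12 of 132 groups of 6 rats a single library lay far from the other 5 in a value of the text, where chance gives about 6.6 such groups. The total count of HRT HI replicate 6 in soleus was 35 M, against 27.5 to 29.6 M in the other 5. Replicate 6 of LRT HI in soleus had a PC1 score of -50.5 (others -30.5 to -25.0), and replicate 5 of the same group a PC3 score of 35.3 (others -6.0 to 6.3). The PC4 score, added to these values later, was -72.4 in soleus HRT CTRL replicate 1 (others -13.8 to -1.6) and -11.9 in plantaris LRT HI replicate 1 (others -3.2 to 0.3). On the log2 CPM scale, Trim63 was at 10.85 in plantaris HRT HI replicate 4 (others 8.27 to 9.0), Hdac4 at 4.95 in soleus HRT CTRL replicate 1 (others 3.8 to 4.08) and Trim35 at 7.74 in plantaris LRT CTRL replicate 3 (others 8.21 to 8.43). Mfap4 was at -0.59 in plantaris LRT HI replicate 4 and at 0 counts (-3.93) in the other 5. ENSRNOG00000025764 was at -2.94 in soleus LRT CTRL replicate 3, from 2 counts or fewer, with 0 counts in the others. RNA integrity and depth were compared for all 12. A RIN or a total outside the range of the other 5 rats was found for 3 of the 12 far values, of which 1 is the total count itself, so these measures leave most of the far values unexplained. No biological explanation was tested for single libraries.

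LOC100362027 was at 5.1 in LRT CTRL replicate 5 in both muscles. The other 5 LRT CTRL rats were at -3.93 in plantaris and at -3.93 to -2.62 in soleus, which is at most 3 counts. Of the 24 CTRL libraries 14 had the gene, but 12 of these are from HRT rats and the other 2 from a single LRT rat. Induction by immobilization in LRT is therefore not excluded. Low depth is set aside, since the 10 libraries without the gene had totals of at least 27.9 M with a median of 31.4 M, against 30.2 M in the other LRT libraries. The state was the same in both muscles in 6 of 6 LRT CTRL rats, which is consistent with a variant carried by some rats. Reads counted on a similar gene cannot be excluded. Of 17 genes higher in each LRT rat without LOC100362027 than in each other LRT rat, 5 gained at least 50% of the lost level, and the largest gain was 69.2 CPM against 32.9 CPM lost. The rats without it are all CTRL, so genes that fall with HI can meet this rule, and no sequences were compared. The count therefore cannot decide the question. The fold changes of LOC100362027 may reflect which rats carry a form of it, as a hypothesis. It cannot be told apart from induction in LRT or from reads counted elsewhere.

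In soleus 5 genes had a different response in LRT and HRT by the test of the difference itself. The difference in log2 fold change was 1.89 for LOC100362684 (adjusted p = 0.0079), with 4 of 6 LRT HI rats above each CTRL rat and 5 of 6 HRT HI rats below each. For 4 genes without a symbol it was -1.26 and -0.72 (adjusted p = 0.0079) and -1.47 and -1.04 (adjusted p = 0.041). For the first of these 5 of 6 HRT HI rats lay above each CTRL rat and 2 of 6 LRT HI rats below each, and for the second these counts were 5 and 3. To weigh chance, the line of same-numbered LRT and HRT rats was exchanged within each treatment. Of 100 such splits, the real one included, 9 gave at least 5 genes, and the largest count was 555. The exchanges were drawn separately in HI and in CTRL, so a line difference present without a cast can enter the difference in a split. The splits are therefore no fair measure of chance here, and chance is not excluded for the 5 genes. In the fit of each muscle alone the adjusted p rose to 0.25 for LOC100362684, which had 2e-05 to 0.25 over the alternatives that kept each rat. The depth medians of the soleus groups ran from 28.8 M to 31.0 M, and RNA integrity was in the model. Reads shared between paralogs were not tested.

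The plantaris count of 0 genes for the difference (1060 at an unadjusted p under 0.05) was reached or passed in each of the 100 splits, as a count of 0 must be, with up to 421 genes in a split. The DEG counts of LRT and HRT differed by 557 in plantaris, and 27 of 100 splits gave a difference as large (median 274 in the other splits). In soleus they differed by 88, and 68 of 100 splits gave as much (median 151). The groups of these splits mix rats of both lines, which can change the spread within a group. The splits can thus not decide whether the lines differ in the number of DEGs. No such difference is shown for either muscle.

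For HI against CTRL, the treatment of same-numbered rats was exchanged, which gives 32 splits that part as many same-numbered pairs as the real one. The other splits of 6 and 6 leave at least 1 pair on the same side and were not used. The numbers pair no rats between HI and CTRL, so the 32 splits are a subset chosen by label. The smallest share they can give is 1 of 32. In plantaris 1 of the 32 splits, the real one, gave as many as 879 DEGs in LRT (the largest other count was 544) and 1 of 32 as many as 322 in HRT (100). In soleus it was 1 of 32 for the 409 DEGs in LRT and 1 of 32 for the 497 in HRT, with 248 as the largest other count for each. For the 42 DEGs shared by all 4 comparisons it was 1 of 32, and 0 genes were shared in the other splits. For the 53 atrogenes the real count was reached in 1 of 32 splits in plantaris LRT and 1 in plantaris HRT, with other counts of up to 45 and 13. In soleus it was reached in 2 of 32 in LRT and 1 of 32 in HRT, with other counts of up to 14 and 4. These atrogenes were named because the paper called them in these rats, so their splits show no stability.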

How the results depend on the processing

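The tool, normalization, filter, covariate, threshold and component alternatives were set before the data were examined, except for 3 that were chosen after the values were seen. These are library totals without TMM, limma-voom on genes over 1 CPM in at least 6 libraries, and limma-voom with library totals. The limma-voom settings among them were picked by comparing several settings with the paper's DEG table of LRT plantaris. The cause of a change was not tested unless a value is given for it.

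The DEG counts stayed within 1.5 times the reported ones with DESeq2's size factors, the Wald test of DESeq2, limma-voom, no RIN covariate, genes with any count, and the 3 later settings. With genes of at least 10 counts in every library (13519 genes) they were 569 and 186 in plantaris LRT and HRT and 222 and 272 in soleus. At an adjusted p under 0.001 they were 472, 44, 85 and 123, with 4 genes common to all comparisons, and 65.9%, 35.3% and 56.9% lower in HRT plantaris, LRT soleus and HRT soleus. Without a fold change threshold they were 4862, 1859, 2364 and 2744, with 313 in common and 47.2% lower in LRT soleus. With each muscle fitted alone 293 were found in HRT soleus. Among the alternatives that kept every rat, the atrogene counts stayed within 1.5 times except with the fold change threshold, which left 19 in HRT plantaris and 6 in LRT soleus. With a replicate left out they moved beyond 1.5 times in HRT plantaris, LRT soleus and HRT soleus, as given below.

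The share of lower DEGs moved most with the tool and the scaling. For LRT plantaris, HRT plantaris and LRT soleus it was 57.9%, 63.8% and 53.3% with limma-voom. With genes with any count it was 50.7% in LRT plantaris. For the 4 comparisons in the order LRT and HRT plantaris, LRT and HRT soleus, it was 20.4%, 28.6%, 23.9% and 40.8% with library totals, 59.6%, 66.5%, 54.2% and 56.1% with limma-voom on genes over 1 CPM in 6 libraries, and 27.6%, 36.7%, 33.3% and 44.7% with limma-voom and library totals. Library totals moved the median log2 fold change of all genes by 0.24, 0.156, 0.14 and 0.063, which changed which genes passed the threshold and so the split into higher and lower. The genes of the paper's DEG tables kept their direction with library totals (744, 251, 310 and 363 of as many).

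The replicate number as a block rests on no pairing, since the same numbers in HI and CTRL belong to different rats. Their deviations had a mean r of -0.018, against 0.004 for other numbers. The block gave 903, 362, 437 and 510 DEGs and 0 and 4 DELTA genes, and 51.8%, 58% and 46% lower DEGs in LRT plantaris, HRT plantaris and LRT soleus.

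The number of DELTA genes in plantaris, reported as 0 (1060 at an unadjusted p under 0.05), was 7 with DESeq2, of which 5 have a library at 0, and 2 with limma-voom, both with a library at 0 and 1 of them LOC100362027. It was 2 with limma-voom on genes over 1 CPM and 2 with limma-voom and library totals. In soleus, reported as 5, it was 36 with DESeq2 including the same 5, 9 without RIN, 11 with genes of at least 10 counts, 3 with library totals, 3 with limma-voom on genes over 1 CPM and 0 with each muscle fitted alone (1278 at an unadjusted p under 0.05).

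PC1, PC2 and PC3 took 45.85%, 7.55% and 4.71% of the variance with the 500 most variable genes, 23.27%, 15.59% and 8.5% with unit variance, 30.61%, 11.34% and 5.55% with a prior count of 0.5, and 33.16%, 14.21% and 6.13% with library totals. DESeq2's size factors left them within the error.

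Each replicate number was left out in turn, from HI and from CTRL. The DEG count ran from 626 to 1178 across the HI fits and 809 to 927 across the CTRL fits in LRT plantaris, from 173 to 394 and 206 to 319 in HRT plantaris, from 264 to 606 and 329 to 404 in LRT soleus, and from 346 to 654 and 411 to 478 in HRT soleus. The genes in common ran from 28 to 55 and 26 to 35. DELTA genes ran from 0 to 3 and 0 to 1 in plantaris and from 0 to 210 and 2 to 15 in soleus. Atrogenes ran from 45 to 51 and 47 to 51 in LRT plantaris, 15 to 36 and 22 to 30 in HRT plantaris, 9 to 19 and 11 to 14 in LRT soleus, and 8 to 15 and 8 to 12 in HRT soleus. The share of lower DEGs ran from 45.5% to 51.9% and 48.4% to 50.4% in LRT plantaris, 50.2% to 56.2% and 55.4% to 58.9% in HRT plantaris, 35.6% to 42.2% and 36.3% to 40.2% in LRT soleus, and 45.5% to 53.1% and 41.8% to 51.8% in HRT soleus. The correlation with RT-qPCR ran from 0.85 to 0.88 and 0.87 to 0.89.

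Of 596 values of 56 named gene results under the alternatives, 569 kept their direction and side of the threshold, 20 became weaker, 7 stronger and 0 reversed. With a replicate left out, 628 of 672 kept both, 36 became weaker, 2 stronger and 6 reversed. The reversed ones are the DELTA of Hdac4 in soleus, which ran from -0.06 to 0.74, and the HRT plantaris fold change of a gene without a symbol, which ran from -0.13 to 0.26. Neither passed the threshold in any of these fits.

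The enrichment and family tests, their camera alternatives, the normalized enrichment scores of DELTA, the direction of gene sets and the alternatives for the Myh share were not run, because fewer than 80% of their genes have an identifier. Depth limits genes such as ENSRNOG00000025764, for which a group at or under 3 counts allows no fold change.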

Differences from the paper's values

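The paper's text gives 326 DEGs in HRT soleus, against 497 here. The paper's own table of these DEGs holds 363 genes, and 497 is within 1.5 times that number, so the gap exists only against the text. The settings below are compared with the number in the text. With genes of at least 10 counts in every library (272) and with each muscle fitted alone (293) the count falls within 1.5 times the paper's. It does not with DESeq2's size factors (491), the Wald test of DESeq2 (520), limma-voom (498), no RIN covariate (579), genes with any count (499) or the replicate block (510). Among the settings chosen after seeing the values, library totals (488), limma-voom on genes over 1 CPM in 6 libraries (374) and limma-voom with library totals (476) also close the gap. These limma-voom settings were picked by comparison with the paper's DEG table of LRT plantaris. Where they close a gap, here or below, that choice favours it, so it is no evidence of how the paper's values arose.

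The paper's reads per library average 52.2 M (M, mega) and range from 49.6 M to 69.8 M. The totals of the deposited estimated counts have a median of 30.4 M and range from 26.8 M to 36.4 M. No alternative bears on these totals.

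For LRT plantaris the paper's S8 Table gives Eif4g3 a log2 fold change of 1.38, against 1.16 here, and none of the alternatives set before the data were examined closed the gap. Library totals (1.41) and limma-voom with library totals (1.39) did, and both were chosen after seeing the values. The same table gives Trim35 -0.95 against -1.18 here, which again only library totals (-0.94) and limma-voom with library totals (-0.95), chosen after seeing the values, brought to the paper's.

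For Gpd1 in LRT plantaris the paper's S8 Table gives -2, and its DEG table -2.23, against -1.57 here. Limma-voom (-2.25) falls within the error of both, each muscle fitted alone (-1.61) and the replicate block (-1.76) within the error of the S8 value only, and the other alternatives set before the data were examined within neither. Limma-voom on genes over 1 CPM (-2.25) and with library totals (-2.02), chosen after seeing the values, fall within both. For Ppp1r3c the paper's DEG table gives -1.72 against -1.27 here. Limma-voom (-1.73), each muscle fitted alone (-1.36) and the block (-1.4) close this gap, as do limma-voom on genes over 1 CPM (-1.74) and with library totals (-1.5), chosen after seeing the values, and the others do not.

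The paper's DEG tables give LOC100362027 a log2 fold change of 9.08 in LRT plantaris and 8.65 in LRT soleus, against 2.58 and 2.59 here. Limma-voom gives 8.98 and 8.76 and closes both gaps, and no other alternative set before the data were examined does. Limma-voom on genes over 1 CPM (8.99 and 8.77) and with library totals (9.25 and 8.86) do so too, and were chosen after seeing the values. The paper calls this gene in LRT soleus, where its adjusted p is 0.074 here. It passes with limma-voom (3.9e-21), the replicate block (0.0031) and, among the settings chosen after seeing the values, library totals (0.049), limma-voom on genes over 1 CPM (4.8e-21) and limma-voom with library totals (3.4e-21). It also passes without CTRL replicate 5 (4e-17), the number of the LRT CTRL rat that has the gene. The adjusted p of 0.074 thus rests on that number, which was left out of both lines. Without any other replicate number, from HI or from CTRL, it does not pass. Over these and the other alternatives the adjusted p ran from 3.4e-21 to 0.2.

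For Ampd3 in LRT plantaris the paper's table gives 4.02, against 4.76 here. Limma-voom gives 4.01, the block 4.48, and each muscle fitted alone 4.76 with a larger error, and these close the gap, while the others do not. For Mfap4 it gives -6.43 against -4.87 here, and among the alternatives set before the data were examined only limma-voom (-6.55) closes the gap. In the settings chosen after seeing the values, Ampd3 is at 4 and 4.26 and Mfap4 at -6.49 and -6.32 with limma-voom on genes over 1 CPM and with library totals, which close the gaps as well.

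The paper states that more DEGs were lower than higher in LRT plantaris and in soleus. Here 47% were lower in LRT plantaris, 41.1% in LRT soleus and 50.1% in HRT soleus. With limma-voom, which the paper's methods name, the shares are 57.9%, 53.3% and 53.4%, and with limma-voom on genes over 1 CPM, chosen after seeing the values, 59.6%, 54.2% and 56.1%. The paper's methods place the RIN of each sample above a limit that 13 of the 48 libraries do not pass by their labels.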

Other observations

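The tests of genes with 2 levels, of exchanged replicate numbers and of chance in the relation between muscles were chosen only after the result was seen.

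The share of lower DEGs differed between edgeR and limma-voom. A candidate explanation is that edgeR compares means of the values and limma-voom means of the logs, which part when HI rats differ widely. Among the genes with an adjusted p under 0.05, those over 1 in absolute log2 fold change were counted again. The mean of the logs in place of the mean of the values raised the share of lower genes in LRT plantaris by 11.4 points, from 45.9% to 57.3%, where the tools differed by 10.9 points. It moved by 9.3 points in HRT plantaris (tools 11.6), by 6.2 in LRT soleus (tools 12.2) and by -0.1 in HRT soleus (tools 3.3). The median SD of log2 values in LRT plantaris was 0.32 in HI and 0.16 in CTRL. Averaging may account for the shift in plantaris and for part of it in LRT soleus, while the shift in HRT soleus is left over.

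Of 78 genes with 2 separate levels among the rats in both muscles, 13 had the same level in plantaris and soleus of all 24 rats and 20 in at least 22. In 1000 shuffles of the soleus numbers chance gave at most 4 genes with 24 of 24. Such genes may carry variants that differ between rats of these genetically mixed lines, as a hypothesis, since no sequence was read. Treatment was compared over 19 genes, which have the same level in all 24 rats by the labelled numbers or after the exchange described below. Among the 17 of these that vary in LRT, 3 differed between LRT HI and LRT CTRL by at least 4 rats. Chance gave as many in 7 of the 462 splits of the 12 LRT rats. In HRT 1 of 15 genes did, as in 154 of 462 splits. An uneven draw of variants and an effect of HI on these genes give the same count, so they cannot be told apart here. Of the 13 genes, 4 are DEGs in LRT plantaris, 2 in LRT soleus, 1 in HRT plantaris and 1 in HRT soleus.

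In HRT CTRL the soleus numbers 1 and 2 may be exchanged. After their exchange 19 genes had the same level in both muscles of all 24 rats, while each of the other exchanges, of 60 tried, gave at most 12. Of the 78 genes with 2 levels, 33 differ between the plantaris rats 1 and 2. For 16 of these more rats match with the exchanged numbers, for 2 with the labelled ones and for 15 as many with either. LOC100362027 was not among these genes, since it was present in each HRT rat. Its CPM was 29.5 and 60.3 in plantaris rats 1 and 2 and 29.2 and 25.0 in the soleus ones, so by its amount neither numbering gives a match. The deviations from the group mean had an r of 0.244 between plantaris 1 and soleus 2 and 0.047 between plantaris 2 and soleus 1, against -0.05 and -0.026 for the labelled pairs. The labels were kept, and an exchange within a group changes none of the HI against CTRL comparisons.

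HI rats with a low PC2 score in plantaris also had a low score in soleus. In LRT HI (n = 6) r was 0.98 (exact permutation p = 0.0056) with a rho of 0.89 (exact permutation p = 0.033), and 0.83 without the 2 rats farthest from the median. In HRT HI r was 0.89 (exact permutation p = 0.017) with a rho of 0.77 (exact permutation p = 0.1), and 0.91 without the 2 farthest. The adjusted p for chance was 0.044 in both lines over 8 correlations, while that of rho was 0.089 and 0.21. A score of the response on the DEGs of the other line had an r of 0.93 in LRT HI (exact permutation p = 0.015, adjusted p = 0.044) and 0.78 in HRT HI (exact permutation p = 0.051, adjusted p = 0.1), with rho of 0.94 and 0.89 (adjusted p = 0.089 for both). Chance is thus not excluded, and in HRT the relation rests on the measure used. RNA integrity had no correlation with this score at an adjusted p under 0.21, and library size none under 0.7. With 6 rats per line neither can be excluded, so the relation cannot be told apart from them or from chance. As a hypothesis, rats may differ in how far both muscles had responded after 3 d.

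Replicate 1 of HRT CTRL in soleus had a PC4 score of -72.4, against -13.8 to -1.6 in the other 5. In this library 5 genes were at least 4-fold higher than in each of the 47 other libraries, against at most 1 gene in any other. Its RIN of 8.4 (others 8.0 to 8.4) and its total of 28.8 M (others 26.9 to 33.5 M) lay within the range of the other 5 rats. No other explanation was tested.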
